# Global transcriptomic analysis of the arcuate nucleus following chronic glucocorticoid treatment

**DOI:** 10.1016/j.molmet.2019.05.008

**Published:** 2019-05-18

**Authors:** Jonathan R. Wray, Alison Davies, Charlotte Sefton, Tiffany-Jayne Allen, Antony Adamson, Philip Chapman, Brian Y.H. Lam, Giles S.H. Yeo, Anthony P. Coll, Erika Harno, Anne White

**Keywords:** Glucocorticoid, Arcuate nucleus, RNA-Seq, Dio2, CRISPR-Cas9

## Abstract

**Objective:**

Glucocorticoids (GCs) are widely prescribed medications that are well recognized to cause adverse metabolic effects including hyperphagia, obesity, and hyperglycemia. These effects have been recapitulated in a murine model of GC excess, and we hypothesize that they are mediated, in part, through central mechanisms. This study aimed to identify genes in the hypothalamic arcuate nucleus (ARC) that are altered with GC treatment and evaluate their contribution to GC-induced metabolic abnormalities.

**Methods:**

Corticosterone (Cort; 75 μg/ml) was administered in the drinking water to male C57Bl/6J mice for 2 days or 4 weeks. Phenotypic analysis of each group was undertaken and central and peripheral tissues were collected for biochemical and mRNA analyses. Arcuate nuclei were isolated by laser capture microdissection and tissue analyzed by RNA-seq.

**Results:**

RNA-seq analysis of ARC tissue from 4 week Cort treated mice revealed 21 upregulated and 22 downregulated genes at a time when mice had increased food intake, expansion of adipose tissue mass, and insulin resistance. In comparison, after 2 days Cort treatment, when the main phenotypic change was increased food intake, RNA-seq identified 30 upregulated and 16 downregulated genes. Within the genes altered at 2 days were a range of novel genes but also those known to be regulated by GCs, including *Fkbp5*, *Mt2*, *Fam107a*, as well as some involved in the control of energy balance, such as *Agrp*, *Sepp1*, *Dio2*, and *Nmb*. Of the candidate genes identified by RNA-seq, type-II iodothyronine deiodinase (*Dio2*) was chosen for further investigation as it was increased (2-fold) with Cort, and has been implicated in the control of energy balance via the modulation of hypothalamic thyroid hormone availability. Targeted knockdown of *Dio2* in the MBH using AAV-mediated CRISPR-Cas9 produced a mild attenuation in GC-induced brown adipose tissue weight gain, as well as a 56% reduction in the GC-induced increase in *Agrp*. However, this conferred no protection from GC-induced hyperphagia, obesity, or hyperglycemia.

**Conclusions:**

This study identified a comprehensive set of genes altered by GCs in the ARC and enabled the selection of key candidate genes. Targeted knockdown of hypothalamic *Dio2* revealed that it did not mediate the chronic GC effects on hyperphagia and hyperglycemia.

## Highlights

• RNA-seq reveals multiple genes changed by Cort in the arcuate nucleus.
• Corticosterone increases *Dio2* expression in the mediobasal hypothalamus.
• *Dio2* increase associated with greater food intake after 2 day Cort.
• CRISPR-Cas9 knockdown of *Dio2* attenuates the Cort-induced increase in *Agrp*.
• Elevated *Dio2* does not drive the GC-induced adverse metabolic effects.

## 1 Introduction

Glucocorticoids (GCs) are extensively prescribed medicines due to their potent immunosuppressive and anti-inflammatory properties. It has been estimated that, at any one time, up to 1% of the adult population in the UK and US may be receiving oral GC therapy [1], [2], [3], [4], with nearly one quarter of patients requiring GCs for longer than 6 months [2]. Prolonged high-dose GC use is associated with a range of metabolic side effects, including hyperphagia, obesity, and abnormal glucose homeostasis [4], [5], [6]. Despite their regular occurrence, the mechanisms driving these adverse metabolic effects remain unclear.

Although GCs have a variety of well-known peripheral effects, recent evidence suggests that their adverse metabolic outcomes may be mediated, at least in part, through central mechanisms. Indeed, intracerebroventricular but not peripheral infusion of the synthetic glucocorticoid receptor (GR) agonist dexamethasone (DEX) caused an increase in food intake, body weight gain, and induced insulin resistance [7], [8], [9]. A potential region involved in driving these GC-induced side effects is the hypothalamic arcuate nucleus (ARC), a region with high levels of GR expression [10] that is critical for the regulation of feeding and metabolism [11], [12], [13], [14]. The ARC contains two functionally opposed neuronal populations, expressing agouti-related peptide (AgRP), and pro-opiomelanocortin (POMC) [11], regarded as the primary energy regulatory neurons. Both neurons and glia of the ARC are responsive to peripheral hormones, including leptin, insulin, and ghrelin, which elicit many of their effects via this nucleus [15], [16], [17]. However, despite their potent orexigenic and obesogenic effects, the role of GCs in this nucleus remains relatively unexplored.

To be able to more fully investigate the central effects of chronic GCs, a model system that recapitulates the broad range of metabolic sequelae observed in humans with GC excess is required. Accordingly, a model of GC-induced metabolic syndrome has been presented by Karatsoreos *et* *al*. (2010) in which mice are delivered corticosterone (Cort) in the drinking water [18], thereby limiting the stress associated with daily injections or surgical Cort pellet implantation. In previous studies, we have characterized a similar mouse model of GC excess using Cort delivery in the drinking water [19], [20] and shown that this leads to elevated hypothalamic Cort [19]. Using this model, we have characterized the development of metabolic changes over time and reported that chronic Cort delivery successfully induces hyperphagia and obesity, as well as hyperglycemia, hyperinsulinemia, and insulin resistance [19], [20]. We also found a consistent increase in hypothalamic *Agrp* across multiple time points, leading us to investigate whether AgRP mediated the GC-induced metabolic abnormalities. However, Cort-treated *Agrp* null mice still developed obesity, hyperinsulinemia, and hyperglycemia [20], suggesting the involvement of other mechanisms.

In the current study, we used a global transcriptomic approach to investigate the effects of GCs in the hypothalamus. To impartially identify genes that are differentially expressed in the ARC with long- (4 weeks) and short-term (2 days) Cort treatment, we used our model of GC excess in combination with laser capture microdissection and RNA-seq. This revealed a variety of genes involved in energy regulation, of which type-II iodothyronine deiodinase (*Dio2*) was selected as the most promising candidate for further study. To determine the contribution of elevated *Dio2* in GC-induced hyperphagia and obesity, an AAV-mediated CRISPR-Cas9 approach was employed to knock down *Dio2* in the mediobasal hypothalamus (MBH), before mice were challenged with Cort for 4 weeks. Disruption of *Dio2* attenuated the GC-induced increase in *Agrp*; however, knockdown conferred no protection from the observed hyperphagia or weight gain.

## 2 Materials and methods

### 2.1 Animal husbandry

Male C57Bl/6J mice (10 week old; Charles River) were singly housed under 12 h light/dark cycle (lights on 7 am, zeitgeber time [ZT] 0, lights off 7 pm, ZT12) at an ambient temperature of 23 ± 1 °C with a relative humidity of approximately 40% in specific pathogen-free housing with wood chip bedding and environmental enrichment. Food (RM1-P chow; SDS) and water were available *ad libitum* throughout experiments. All experiments were performed in accordance with the UK Animals (Scientific Procedures) Act of 1986, using procedures approved by The University of Manchester Ethical Review Panel.

### 2.2 *In vivo* study design and methodology

For all studies mice were singly housed upon arrival and acclimatized for 1 week before undergoing 1–2 weeks of baseline measurements prior to study start. Food intake, water intake, and body weight were monitored either daily (2 day study) or twice weekly (4 week studies) throughout baseline and study periods. All mice were culled by rising CO_2_ (at 10 am). Tissues were snap frozen on dry ice and stored at −80 °C until use. See below for *in vivo* treatments and methodology specific to each study group.

#### 2.2.1 Mice used for RNA-seq of arcuate nuclei

Mice were assigned into two treatment groups so that each group contained mice with equivalent baseline body weight. Mice were administered either corticosterone (Cort; Sigma–Aldrich, 75 μg/ml dissolved in 1% ethanol) or vehicle (1% ethanol) in the drinking water for a period of either 2 days or 4 weeks. Mice in the 2 day group were immediately culled following treatment. At the end of the 4 week treatment period mice underwent 16 h fast (6 pm–10 am) followed by sampling for glucose and insulin. Mice were culled after being refed for 24 h and brains were taken for RNA-seq (referred to as 4 week samples henceforth).

#### 2.2.2 Mice used for Dio2 knockdown study

Mice were assigned into two groups with equivalent final baseline body weight and received intracranial injections of either AAV-gRNA or AAV-null viral particles (described below). Post-surgery, mice were monitored for 2–3 weeks to allow for recovery and expression of viral constructs. Mice then underwent a baseline period, and each group was again split into two cohorts with equivalent body weight to receive either Cort (75 μg/ml dissolved in 1% ethanol) or vehicle (1% ethanol) in the drinking water for a period of 4 weeks. This resulted in 4 treatment groups: AAV-null vehicle treated (Ctrl-Veh); AAV-null Cort treated (Ctrl-Cort); AAV-gRNA vehicle treated (KO-Veh); AAV-gRNA Cort treated (KO-Cort). A separate cohort of mice were culled 2 weeks post-injection and used to verify viral targeting by immunohistochemistry, and successful *in vivo* gene editing by droplet digital PCR (ddPCR).

#### 2.2.3 AAV vector synthesis

AAV2/8 vectors containing SaCas9 constructs were generated by UNC Vector Core (University of North Carolina, Chapel Hill, USA). Prior to packaging, constructs containing gRNA1 and gRNA2 were mixed 1:1, thus producing a heterogeneous AAV population in which 50% of the viral particles contain gRNA1 and 50% contain gRNA2 (collectively referred to as AAV-gRNA henceforth; 1.2 × 10^13^ vg/ml). A construct containing SaCas9 with no gRNA was also packaged for use as a control (AAV-null; 1.7 × 10^13^ vg/ml).

#### 2.2.4 Stereotactic surgery

Male C57Bl/6J mice at 12 weeks of age were injected with AAV viral particles while maintained under isoflurane anesthesia. Bilateral injections (100 nl/injection) were directed towards the mediobasal hypothalamus at the coordinates: AP, −1.35 mm, L ±0.3 mm, DV, −6.0 mm (from bregma). Injections were delivered using a Hamilton syringe and needle (33G).

### 2.3 Biochemical measurements

Blood samples were taken by tail-prick microsampling. Blood was either used fresh, or plasma was stored at −80 °C until use. Plasma corticosterone concentrations were quantified using an ELISA (Cayman Chemical) according to the manufacturer's instructions. All samples for the measurement of corticosterone were taken within 1 min of cage disturbance. Blood glucose was measured in fresh blood using a glucometer (Accu-Chek, Roche). Circulating insulin was quantified in fresh blood (4 week) or plasma (2 day) using an Ultrasensitive Mouse Insulin ELISA (Crystal Chem) according to the manufacturer's instructions. HOMA-IR was calculated using the formula: [glucose (mmol/l) x insulin (mU/l)]/22.5.

### 2.4 Laser capture microdissection

Brains were collected from mice after 2 days or 4 weeks of Cort treatment. Brains were snap frozen and stored at −80 °C before cryosectioning. Consecutive coronal sections (2 day, 30 μm; 4 week, 12 μm) encompassing the whole ARC (−1.46 to −2.7 mm caudal to bregma [21]) were mounted onto RNAse-free membrane (2 day; MMI) or Superfrost™ Plus slides (4 week; Thermo Scientific). Frozen sections were fixed in 95% ethanol and rehydrated in 75% and 50% ethanol. Slides were stained with cresyl violet to reveal the hypothalamic cytoarchitecture (Ambion), then dehydrated in a graded ethanol series and left to air dry prior to dissection. The entire ARC was dissected from 4 week samples using the PALM Microbeam Laser Capture Microdissection System (Zeiss), and from 2 day samples using an MMI CellCut Laser Microdissection System mounted onto an IX83 inverted microscope (Olympus). RNA was extracted using an RNeasy Micro Plus Kit (Qiagen) according to manufacturer's instructions and analyzed for RNA integrity on an Agilent 2100 Bioanalyzer using an RNA 6000 Pico Kit. All RNA that was subsequently amplified had RNA integrity (RIN) scores >6.5.

### 2.5 Library preparation, RNA-seq, and bioinformatics

2 ng of RNA was converted to cDNA using the Ovation RNA-seq System V2 (NuGEN). The resultant cDNA was then fragmented to an average size of ∼200bp using Bioruptor Pico (Diagenode) before end repair and adaptor ligation was performed using the Ovation Rapid DR Multiplex System 9–16 (NuGEN) to allow multiplex sequencing. Prepared libraries were quantified using KAPA Library Quantification Kit (KAPA Biosystems) and submitted to CRUK Cambridge institute for sequencing in a single lane on a HiSeq4000 (Illumina; 2 day samples) or HiSeq2500 (Illumina; 4 week samples). Single-end reads (50bp) were obtained with average reads of 24.67 million and 14.47 million in 2 day and 4 week samples, respectively. Read count for each sample is shown in Supplemental Table 1.

Reads were mapped to the Mus Musculus GRCm38 reference assembly (Ensembl) in RStudio using Rsubread [22] before reads to specific genes were quantified using featureCounts [23]. The average mapping rate was 74.72% for 2 day Cort treated samples and 87.35% for 4 week treated samples. 

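The deposited counts hold only part of the mapped reads. Dividing each sample's total count by the mapped reads that Supplemental Table 1 gives for it, between 20.4% and 30.0% of the mapped reads were assigned to genes in the 10 samples of the 2 day dataset, with a median of 24.2%. The range in the 10 samples of the 4 week dataset was 11.8% to 27.7%, with a median of 22.6%. All values below rest on these counts and not on the mapped reads.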

Expression levels are represented as counts per million (CPM) mapped reads. Prior to differential expression analysis, global transcriptomic profiles were used to construct principal component analysis (PCA) plots to visualize the distances between samples and identify outliers (Supplemental Fig. 1). In each dataset, 2 vehicle and 1 Cort treated sample were identified as outliers and excluded from future analysis, which resulted in n = 3 vehicle and n = 4 Cort replicates for each dataset. 

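The paper's outliers were samples C07 and C09 (vehicle) and C08 (Cort) at 2 days, and C01 and C05 (vehicle) and C06 (Cort) at 4 weeks, as marked in Supplemental Fig. 1. Principal components were recomputed from the log2 CPM of the 500 most variable genes over all 10 samples of a dataset. On the first 3 components, the largest absolute coordinate of a sample was between 34.94 and 43.17 for the samples left out at 2 days and between 3.88 and 12.12 for the samples kept. At 4 weeks it was between 55.38 and 65.63 for the samples left out and between 7.25 and 24.61 for those kept. The median Spearman correlation of a sample with the other 9, over genes with at least 10 counts in every sample, was 0.854 to 0.876 in the 2 day samples left out and 0.898 to 0.920 in those kept. At 4 weeks the corresponding ranges were 0.626 to 0.667 and 0.702 to 0.763. Total counts of the samples left out were 5237795 (C07), 4968302 (C08) and 3599419 (C09) at 2 days, and 1065776 (C01), 2608170 (C05) and 3646528 (C06) at 4 weeks. The 4 week samples left out had fewer genes detected (10805 to 11330) than any of the samples kept (11579 to 13013), whereas the 2 day ranges overlapped (13550 to 14023 against 13720 to 14333).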

Differential expression analysis was then performed using the DESeq2 package [24]. All genes discussed had a Benjamini-Hochberg adjusted *P* value < 0.1 (*P*adj < 0.1). RNA-seq datasets were deposited in the NCBI Gene Expression Omnibus Database (accession number GSE128148). Gene ontology enrichment analysis was performed using the PANTHER online classification tool (http://pantherdb.org/; [22]). For each dataset, upregulated and downregulated genes (*P* < 0.05, *P*adj present) were separated and used for an independent analysis, for a total of 4 analyses. Statistical overrepresentation was performed on default settings using a Fisher's Exact test with FDR multiple test correction. Upstream Regulator Analysis was performed independently on genes altered in 2 day and 4 week datasets (*P* < 0.05, *P*adj present) using Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity).

### 2.6 Quantification of mRNA by qRT-PCR

RNA-seq expression changes were confirmed in 2 day treated replicate samples by qRT-PCR. Briefly, cDNA was freshly prepared from total RNA (n = 2 vehicle and n = 2 Cort) used to generate the RNA-seq data as well as from 5 additional 2 day Cort, and 5 additional vehicle treated ARC samples. Gene expression was determined using a 48.48 Dynamic Array microfluidic chip on the BioMark HD Real-Time PCR System (Fluidigm). 42 differentially expressed (*P* < 0.01) genes and 5 normalization genes were quantified. Relative fold-change in expression was determined by the delta–delta Ct method (2^−ΔΔCt^) [23] using *Gapdh* as the normalizer and the vehicle group as the calibrator. The list of SYBR qRT-PCR primers used is shown in Supplemental Table 2.

### 2.7 *In situ* hybridization

*In situ* hybridization was carried out as previously described [19]. Briefly, frozen brains were coronally cryosectioned (12 μm). Representative sections through the whole hypothalamus were analyzed to ensure inclusion of all anatomical levels. *In situ* riboprobes targeting *Dio2* (NM_010050.1, 948 base pairs between 666 and 1614), and *Hr* (NM_021877.2, 840 base pairs between 1933 and 2773) were generated by gene synthesis and subcloning of the sequence (GeneArt) into pGEM-5ZF(+) (Promega) and pGEM-T Easy Vector System (Promega), respectively. The resultant plasmid constructs were linearized using appropriate restriction enzymes to generate templates for sense and antisense riboprobe synthesis using the T7 polymerase *in vitro* transcription system (Promega) in the presence of ^33^P-uridine triphosphate (PerkinElmer). Probes were hybridized overnight, and hybridization was visualized by autoradiography (Kodak Bio-Max MR film, Kodak). Films were imaged using a CoolSNAP-Pro camera (Photometrics). Signal was quantified by densitometry analysis of all autoradiograph images positive for the gene of interest.

### 2.8 Design of *Dio2* targeted guide RNAs

To generate knockdown of *Dio2* we used Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR)-Cas9 technology, and designed two guide RNAs (gRNAs) in exon 1 of the Dio2 gene. The gRNA for *Staphylococcus aureus* Cas9 (SaCas9) were selected using http://crispor.tefor.net/[24]. The two gRNAs selected (PAM site in italics) were g1 = CCACGTGCTTGAGCAGAATGA-*CCGAGT* and g2 = GCCGCTCCAAGTCCACTCGCG-*GAGAGT* and were predicted to have no potential off targets with mismatches of 0, 1, 2, or 3 elsewhere in the genome, indicating their high specificity.

Oligos for the gRNAs were ligated and cloned into an all-in-one vector system (Addgene, Plasmid ID 61591 [25]) containing a CMV-driven SaCas9 cassette, with the gRNA expressed adjacent to a scaffold sequence and under the control of a ubiquitous polymerase III (U6) promoter (SaCas9-gRNA plasmid). A triple HA-epitope tag conjugated to the SaCas9 enzyme was also included for identification of SaCas9 expressing cells.

### 2.9 Cell culture, transfection, and genomic DNA isolation

Mouse embryonic fibroblast cells (NIH-3T3) were cultured in medium (DMEM, Gibco) containing 10% fetal bovine serum (Biowest). To screen for gRNA efficiency, NIH-3T3 cells were co-transfected with the SaCas9-gRNA plasmid and a plasmid containing CMV-driven GFP using FuGENE HD (Promega). 48 hr after transfection, GFP-positive cells were collected by fluorescence-activated cell sorting (FACS; CyAn ADP High-Speed Analyzer, Beckman Coulter). DNA was immediately extracted from GFP-positive cells using the PureLink Genomic DNA Mini Kit (Invitrogen) and stored at −20 °C until use.

### 2.10 Droplet digital polymerase chain reaction

For validation of *in vivo* editing, ARC tissue was dissected from injected animals using laser capture microdissection as described above (2 day samples). Hypothalamic regions to be excised were determined by the pattern of SaCas9 expression, visualized by anti-HA immunohistochemistry on adjacent slices (see below). DNA was immediately extracted using the ARCTURUS® PicoPure® DNA Extraction Kit (Applied Biosystems) and stored at −20 °C until use.

Quantification of gene editing frequency (GEF) was performed on *in vitro* (transfected 3T3 cells) and *in vivo* (laser-captured tissue) samples as described previously [26]. Prior to ddPCR, *in vivo* DNA samples underwent PCR pre-amplification (New England Biolabs) of the *Dio2* gene using the forward, 5′-ACCGAGGAGGCAGAGAAGAT-3′, and reverse, 5′-GTGAGGTCACAGCCATCGTCA-3′, primers, which flank the gRNA target sites. Reaction products were purified using a QIAquick PCR Purification Kit (Qiagen). Each ddPCR reaction mix contained: ddPCR Supermix for Probes (no dUTP; 1× Bio-Rad), forward primer, reverse primer, reference probe (FAM), InDel + probe (HEX), and gDNA template. Droplets were generated using a QX200 droplet reader (Bio-Rad) and thermal cycling was performed. Droplets were quantified using a QX200 droplet reader (Bio-Rad). DNA from SaCas9-Control treated cells was used as a negative control. All ddPCR analysis was performed with Quantasoft software (Bio-Rad) using 2D amplitude dot plots. GEF was calculated using the following formula: GEF (%) = (1-(ratio of cleaved fraction)) x 100.

All ddPCR probes were designed using Primer-BLAST (NCBI) software according to previously established guidelines [28]. All probes included a fluorophore (FAM or HEX) at the 5′ end and a black hole quencher (BHQ1) at the 3′ end. Primers and probes were as follows: forward primer, 5′-CTGATCACCCTGCAGATCCT-3’; reverse primer, 5′- CCTGTTTGTAGGCATCTAGGAG -3’; reference probe, 5′-TTCTCCAACTGCCTCTTCCTGGC-3′, InDel + probe 1, 5′-GGTCATTCTGCTCAAGCACGT-3′, InDel + probe 2, 3′-ACTCTCCGCGAGTGGACTTGGA-5’.

### 2.11 Anti-HA immunohistochemistry

Brains were coronally cryosectioned (14 μm). Sections were taken throughout the whole hypothalamus (−0.46 to −2.80 mm caudal to bregma [21]). Sections were fixed in 4% PFA, permeabilized in 0.25% Triton-X, and blocked with 10% SeaBlock (Calbiochem). For anti-HA immunohistochemistry, sections were incubated with rabbit polyclonal anti-HA (ab9110, Abcam) primary antibody (1:1000) followed by donkey anti-rabbit Alexafluor 488 (1:150) secondary antibody. Endogenous tissue autofluorescence was dampened by incubation with 0.15% Sudan Black. Slides were mounted with Prolong Gold Antifade Mountant with DAPI (Thermo Scientific). Images were collected on a M205 FA Upright Stereomicroscope (Leica) and captured using a DFC 565FX (Leica) camera through LAS AF v3.1.0.8587 software (Leica). Images were processed and analyzed using Image J.

### 2.12 Micropunch biopsies and quantification of mRNA by real-time quantitative PCR

Micropunch biopsies of the mediobasal hypothalamus were obtained from frozen AAV-injected brains. RNA was extracted using an RNeasy Micro Plus Kit (Qiagen), and cDNA was generated using a High-Capacity RNA-to-cDNA Kit (Applied Biosystems). Gene expression analysis was performed on an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems) using Taqman gene expression assays and Taqman® Universal Master Mix II (Applied Biosystems). Relative quantification was performed using standard curve analysis with normalization to the reference gene *Hprt*, and nomination of the vehicle group as a calibrator. The probes used were: *Agrp*, Mm00475829_g1; *Npy*, Mm00445771_m1; *Pomc*, Mm00435874_m1; *Hprt*, Mm03024075_m1.

For all injected animals the presence of SaCas9 cDNA was determined in MBH micropunches using SYBR primers with GoTaq® qPCR Master Mix (Promega). Forward primer, 5′-CAACAAGGTGCTCGTGAAGC-3’; reverse primer 5′-CGTCTTGCTGATTCTGCCCT-3’. Samples with Ct values >33 were determined to be undetectable due to a “missed” injection, and were excluded from all future analysis.

### 2.13 Statistics

All data are represented as mean ± SEM and results were considered to be statistically significant at *P* < 0.05 unless otherwise stated. Statistical tests used were: unpaired t-test, Mann–Whitney unpaired t-test, one-way ANOVA, two-way ANOVA, or Pearson rank correlation unless otherwise stated. All statistical analysis and generation of graphs was performed using Graphpad Prism 6.0, or RStudio.

## 3 Results

### 3.1 Chronic exogenous cort treatment induces a metabolic phenotype

Prior to the RNA-seq analysis of ARC tissue, mice were given Cort in the drinking water for periods of either 4 weeks or 2 days. The phenotypic results of chronic GC treatment were consistent with our previous studies using separate cohorts of mice [19], [20]. After 4 weeks Cort treatment, there was raised circulating corticosterone levels (Supplemental Fig. 2A, Supplemental Fig. 2B), hyperphagia (Supplemental Fig. 3A, Supplemental Fig. 3B), increased weight gain (Supplemental Fig. 3C), and elevated fat mass (Supplemental Fig. 3D). Our previous study demonstrated that chronic Cort treatment produced hyperglycaemia and hyperinsulinemia in the free-fed state [20]. Here we further these findings, showing that in the fasted state, blood glucose remained unaltered (Supplemental Fig. 3E), but circulating insulin was elevated (Supplemental Fig. 3F), indicating the presence of insulin resistance (Supplemental Fig. 3G). Phenotypic analysis of the 2 day cohort revealed an increase in food intake (Supplemental Fig. 4A) and brown adipose tissue mass, with no change in body weight, white adipose tissue, or gastrocnemius muscle mass (Supplemental Fig. 4B, Supplemental Fig. 4C). Additionally, blood glucose was reduced (Supplemental Fig. 4D) and insulin was increased (Supplemental Fig. 4E).

### 3.2 Global transcriptomic response in the ARC to chronic cort treatment

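Arcuate nuclei were collected by laser capture microdissection from male mice given vehicle (1% ethanol) or 75 μg/ml Cort in the drinking water, for 2 days or for 4 weeks, and the RNA was amplified and sequenced as single-end reads of 50 bp. Each dataset held 5 vehicle and 5 Cort samples. The authors mapped the reads to GRCm38, counted them per gene with featureCounts and deposited raw counts for 22048 genes in all 10 samples, together with a table of counts divided by DESeq2 size factors for the 7 samples they kept. The kept samples had 3950273 to 4924887 counts at 2 days in the vehicle group (n = 3, median 4556404) and 2487063 to 5748223 in the Cort group (n = 4, median 4222980). At 4 weeks the totals were 2073539 to 2794561 (vehicle, n = 3, median 2323626) and 1837715 to 5196364 (Cort, n = 4, median 3702352.5). In these samples 3 counts correspond to 0.512 to 1.19 CPM at 2 days and 0.619 to 1.55 CPM at 4 weeks, and values at or below that level were treated as a floor that covers counting error only. CPM values given here were computed from the raw counts with edgeR's TMM scaling over all 10 samples of a dataset. Cort and vehicle were compared within each dataset by edgeR's quasi-likelihood test on genes kept by its filter, with Benjamini-Hochberg adjustment, first over the paper's 7 samples and then over all 10. An exact permutation test of 3 samples against 4 cannot give a 2-sided p below 0.057, and 5 against 5 cannot go below 0.0079. The datasets came from sections of different thickness on different slides, dissected with different laser systems and sequenced on different machines, and only the 4 week mice had been fasted and refed, so time cannot be told apart from these differences.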

To determine the transcriptomic response of the ARC to GC treatment, we utilized laser capture microdissection (Figure 1A) in conjunction with RNA-seq. The specificity of dissections was confirmed by analyzing genes enriched in the ARC, and in the adjacent ventromedial hypothalamus (VMH). The robust expression of *Agrp*, *Npy*, and *Pomc* was confirmed in all ARC replicates (Figure 1B,C), which showed minimal expression of the VMH enriched genes *Adcyap1*, *Cbln1*, and *Slit3* (Figure 1B,C). 

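Agrp ranged from 122.1 to 520.1 CPM, Npy from 307.0 to 594.6 CPM and Pomc from 235.8 to 558.0 CPM across the 7 samples kept at 2 days. The lowest of the 3 over all 10 samples was the same 122.1 CPM, for Agrp in vehicle sample C02. At 4 weeks the 7 samples kept had 100.2 to 289.8 CPM of Agrp, 48.96 to 540.7 CPM of Npy and 120.1 to 231.2 CPM of Pomc. Among the samples left out, Agrp fell to 18.03 CPM in vehicle sample C05, and Pomc to 20.19 CPM in vehicle sample C01, which had 134.0 CPM of Agrp and 48.65 CPM of Npy. The other samples left out at 4 weeks had 77.56 CPM (C05) and 214.4 CPM (C06) of Pomc. Of the VMH enriched genes, Cbln1 ranged from 8.35 to 39.65 CPM over the 10 samples at 2 days and reached 75.93 CPM in Cort sample C10 at 4 weeks. Adcyap1 lay between 0.614 and 27.38 CPM at 2 days and was listed at 0 in 6 of the 10 samples at 4 weeks, with a highest value of 8.19 CPM. Slit3 reached 20.54 CPM at 2 days and 19.61 CPM at 4 weeks. Part of the Agrp annotation (11.3% of its exon bases on chromosome 8) overlaps the genes Ctcf and Gm5914, so its counts carry that uncertainty.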

Expression of the specific VMH marker gene, steroidogenic factor 1 (*Nr5a1*) was absent from all 4 week replicates (Figure 1C) and expressed at >550-fold lower than *Agrp*, *Npy*, or *Pomc* in all 2 day replicates (Figure 1B), indicating a high level of accuracy when dissecting arcuate nuclei. 

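Nr5a1 (ENSMUSG00000026751) had 1 count in 1 of the 10 samples at 4 weeks, the kept Cort sample C10 (0.307 CPM), and was listed at 0 in the other 9. At their depth a count of 0 allows 0.619 to 2.75 CPM, so that Nr5a1 was at least 7.33-fold lower than the lowest of Agrp, Npy and Pomc in C01, the sample with the smallest bound, and at least 293-fold lower in Cort sample C07, the one with the largest. In the 2 day dataset 6 of the 10 samples had counts of Nr5a1, with 12 counts (2.44 CPM) in vehicle sample C05 as the highest. Relative to the lowest of Agrp, Npy and Pomc in the same sample, Nr5a1 was 69.3-fold lower in C05, 123-fold lower in vehicle sample C02 and 398-fold lower in Cort sample C06. In the other kept samples it had at most 3 counts, so that only a bound could be given, of at least 319-fold in Cort sample C03, 338-fold in vehicle sample C04, 367-fold in Cort sample C10 and 1020-fold in Cort sample C01. Of the samples left out, C07 was 264-fold and C08 431-fold lower, and C09 at least 441-fold lower. Against Npy alone the lowest of these folds was 147, and against Pomc alone 142. From the level of Nr5a1 the paper concludes that the arcuate nuclei were dissected accurately.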

After 4 weeks of GC treatment, the magnitude of gene changes in the ARC was greater than at 2 days, which is most clearly seen when the data are represented as scatter plots (Figure 1D,E).

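Over the 11016 genes tested in both datasets, the median absolute log2 fold change with Cort was 0.24 at 2 days and 0.50 at 4 weeks, a ratio of 2.09. The ratio was 2.19 over all 10 samples of each dataset and 2.05 with DESeq2. Leaving out each of the 14 samples in turn gave 1.84 to 2.36. When the 7 samples of each dataset were divided in every other way into 3 and 4, the ratio was between 1.86 and 2.33 over 1156 pairs of such divisions, with a median of 2.10. Over the 900 pairs in which both groups of each division held vehicle and Cort samples, a restriction chosen after the data were seen, it was between 1.86 and 2.31. The ratio of the real groups lay inside both ranges. Across genes, which are not independent replicates, the log2 fold changes of the datasets had a Pearson correlation of 0.036 and a Spearman correlation of 0.037.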

**Figure 1:**
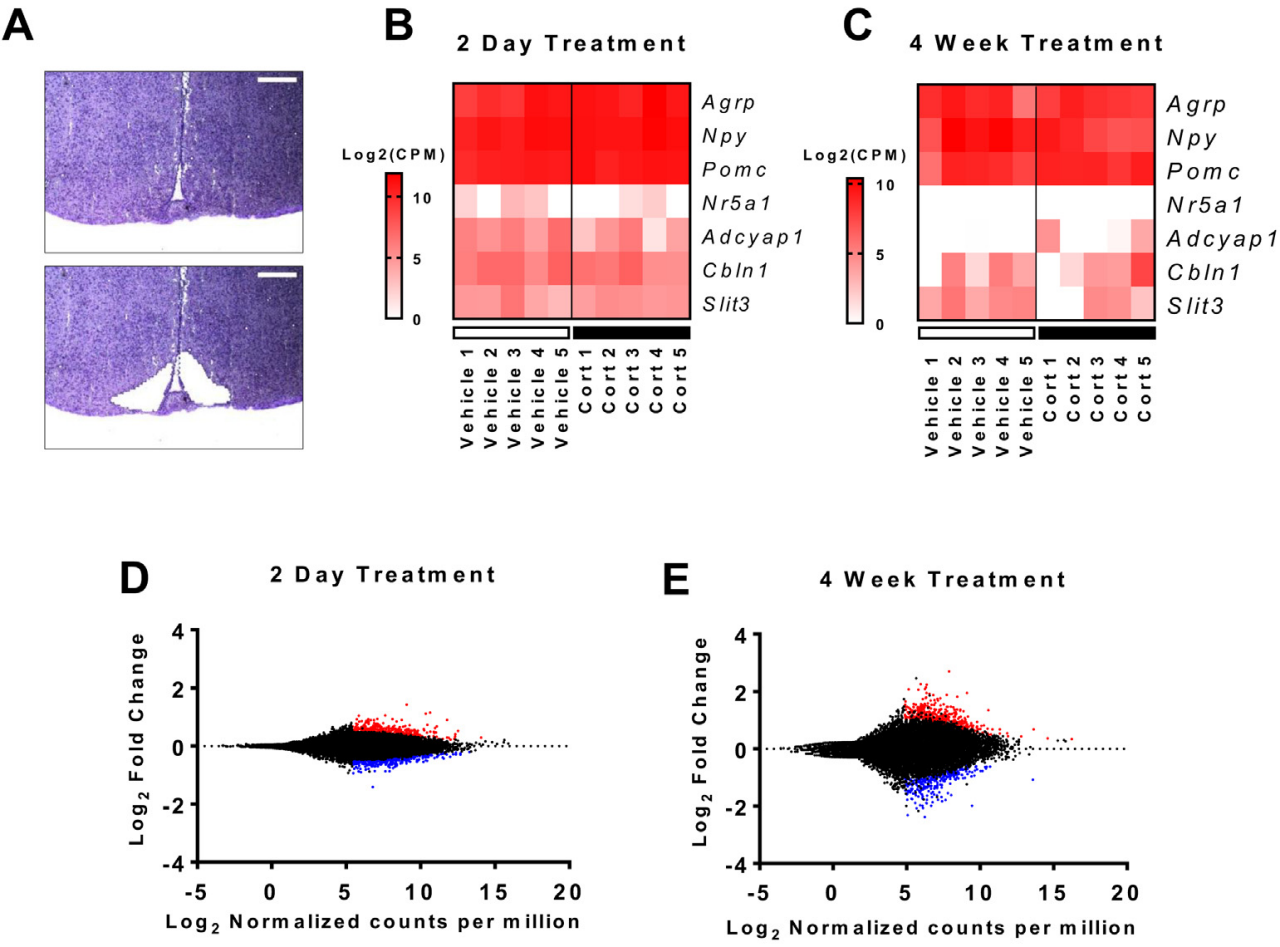
**Validation of RNA-seq datasets from the arcuate nuclei of 2 day and 4 week Cort treated mice. (A)** Representative hypothalamic sections stained with cresyl violet to allow visualization of hypothalamic cytoarchitecture and isolation of the ARC by laser capture microdissection. Scale bar = 300 μm. **(B)** Heatmap showing ARC and VMH enriched genes across all 2 day (n = 5/group) and **(C)** 4 week (n = 5/group) treated samples. **(D)** Scatter plot showing the expression and fold change of all genes in 2 day (n = 3–4/group), and **(E)** 4 week treated (n = 3–4/group) datasets. (D, E) Red dots, upregulated genes (*P* < 0.01); blue dots, downregulated genes (*P* < 0.01). Wald test.

### 3.3 Transcriptomic changes in the ARC induced by 4 week chronic cort treatment

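Counted on the authors' deposited table of counts divided by size factors for the 7 samples kept at 4 weeks, 15167 genes exceeded 1 in at least 1 sample and 9287 exceeded 1 in every sample. These values are not CPM, since the columns sum to between 2690000 and 3050000. With the raw counts as CPM after TMM scaling, 14532 genes exceeded 1 CPM in at least 1 of the 7 samples and 8489 in every sample. The numbers over all 10 samples were 14790 and 7017.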

In 4 week treated samples, 15,719 genes were expressed in the ARC (>1 normalized CPM), of which 12,013 were expressed in all samples. The number of genes differentially expressed with chronic Cort treatment was 224 (*P* < 0.01; Figure 2A, orange and blue dots), which was reduced to 43 when the data was corrected for multiple comparisons testing (*Padj* < 0.1; Figure 2A, blue dots). 

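With edgeR's quasi-likelihood test on the 11211 genes that passed its filter in the 7 samples, 116 genes had P below 0.01, where 112 are given by chance if no gene changes, and 5 had Padj below 0.1. The 5 were Fam43a, Ina, Fam107a, mt-Co1 and Npy, each with Padj = 0.097. Of the 50-base stretches of mt-Co1 51.1% also occur in other annotated transcripts. The choice of test moved these counts most. DESeq2 gave 305 genes with P below 0.01 and 68 with Padj below 0.1, and with its fold change prior 239 and 47. With all 10 samples edgeR gave 101 genes with P below 0.01 and 1 with Padj below 0.1, Fam107a. When each of the 7 samples was left out in turn, the number with Padj below 0.1 ranged from 0 to 10. It was 0 without any of vehicle samples C03 and C04 or Cort samples C08, C09 and C10. In those fits 479 to 532 genes had an unadjusted P below 0.05, in each fit fewer than chance gives if no gene changes. On simulated counts with 200 genes changed, edgeR recovered 33.0% of them at 4 weeks with 9.59% of its calls wrong, and DESeq2 with its prior 42.0% with 43.2% wrong. The changes set were 2-fold or larger, on dispersions estimated by edgeR. Of the 2-fold changes edgeR recovered 3.08%, and smaller ones were not simulated.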

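Of the 43 genes in Fig. 2B, 42 passed the filter of edgeR's quasi-likelihood test, and all of these had P below 0.01 and the direction the figure shows. Padj was below 0.1 for 3 of the 21 higher genes and for 1 of the 22 lower genes. Adjusted over the list alone all 42 had Padj below 0.1, which is not independent evidence because the list was chosen on these samples. DESeq2 called all 43. In 39 of the 43 genes the vehicle and Cort samples did not overlap in CPM among the 7 samples, and in 7 of the 43 over all 10. For genes not chosen on these samples, chance gives such a separation in 5.71% with 3 samples against 4 and in 0.79% with 5 against 5. The 43 genes were chosen on 7 of the 10 samples, so neither rate is a baseline for them. Over all 11211 genes tested, the share separated among the 7 samples was 6.53%. Fitted log2 fold changes ran from 1.25 to 5.53 for the higher genes and from -4.75 to -1.03 for the lower ones, and 2 of the 43 genes had at most 3 counts in every sample of a group, so that their fitted sizes depend on the prior count.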

From these genes, 21 were upregulated, and 22 were downregulated by Cort (Figure 2B). Some of the most significantly altered genes are shown in Figure 2C. 

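Fam43a (ENSMUSG00000046546, chromosome 16, 30599723 to 30602797 of GRCm38) rose from 13.9 ± 6.83 CPM (SD, n = 3) with vehicle to 134 ± 33.2 CPM (SD, n = 4) with Cort, a log2 fold change of 3.26 (standard error 0.55, Padj = 0.097 from edgeR). Over all 10 samples its log2 fold change was 3.58 (Padj = 0.19), with Fam43a listed at 0 in C01 and at 27.7 CPM in C05 and 316 CPM in C06. Fam107a (chromosome 14, 8296274 to 8318023) rose from 266 ± 85.3 CPM (SD, n = 3) to 725 ± 91.7 CPM (SD, n = 4), a log2 fold change of 1.44 (standard error 0.25, Padj = 0.097). The change in Fam107a over all 10 samples was 1.57 (Padj = 0.031), with 200.4 CPM in C05, 744 CPM in C06 and a value in C01 within the range of the vehicle samples kept. The vehicle and Cort samples of Fam43a, Fam107a and Fam13a did not overlap in either set (exact permutation test, 2-sided, p = 0.057 over 7 samples and p = 0.0079 over 10, the smallest each design allows). Fam13a had a log2 fold change of 2.95 (standard error 0.83), but Padj = 0.89 with edgeR. For Mertk the log2 fold change was 2.54 (standard error 0.84, Padj = 0.92), which fell to 1.19 over all 10 samples, where the groups overlapped, with 32.3 CPM in C05, 23.0 CPM in C01 and 5.67 CPM in C06. DESeq2 gave Padj below 0.1 for Fam13a and Mertk as well.

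**Figure D1:**
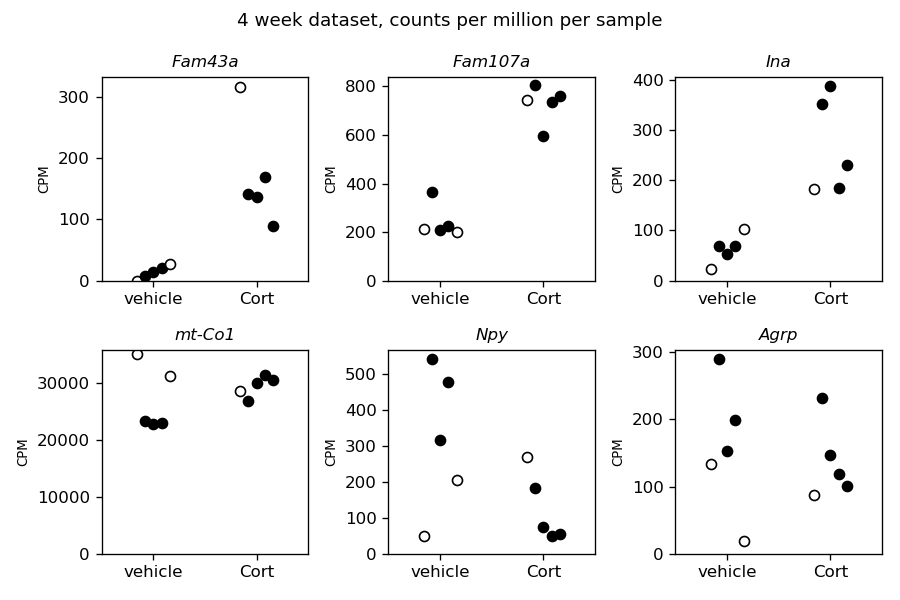
CPM of 6 genes in each 4 week sample, with vehicle at left and Cort at right of each panel. Filled points are the 7 samples kept and open points the 3 left out. Fam43a, Fam107a and Ina separated the groups in both sets, whereas Npy and mt-Co1 did so only among the samples kept and Agrp in neither.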

Among those upregulated are a number of genes known to be regulated by GCs including *Fam43a*, *Fam107a, Fam13a*, and *Mertk* [27]. 

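Scly (ENSMUSG00000026307) was at 25.9 ± 7.38 CPM (SD, n = 3) with vehicle and 0.896 ± 0.902 CPM (SD, n = 4) with Cort after 4 weeks. Its fitted log2 fold change was -4.75 (standard error 1.29, Padj = 0.89 from edgeR), and a Cort sample without counts makes that size uncertain. Gpr12 (ENSMUSG00000041468) was at 44.1 ± 31.8 CPM (SD, n = 3) with vehicle and 3.48 ± 3.29 CPM (SD, n = 4) with Cort, with a fitted log2 fold change of -3.63 (standard error 1.12, Padj = 0.92). The groups did not overlap for either gene in the 7 samples (exact permutation test, 2-sided, p = 0.057, the smallest possible). They overlapped over all 10 (exact permutation test, 2-sided, p = 0.032 for Scly and p = 0.048 for Gpr12), where Scly did not pass the filter. Scly was at 9.18 CPM in C01 and 0.419 CPM in C05, both vehicle, and at 0.315 CPM in Cort sample C06. Gpr12 was at 26.6 CPM in C01, 6.71 CPM in C05 and 23.6 CPM in C06.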

Downregulated genes included those involved in the regulation of energy balance, including *Scly* and *Gpr12* [28], [29]. In contrast to our previous work [19], [20], *Npy* was markedly reduced and no increase in *Agrp* was observed, highlighting the issue that the fasting/refeeding (included to determine if glucose homeostasis was abnormal) has affected part of this pathway. 

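Npy (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507) was at 445 ± 115 CPM (SD, n = 3) with vehicle and 89.8 ± 61.9 CPM (SD, n = 4) with Cort after 4 weeks. The log2 fold change was -2.31 (standard error 0.41, Padj = 0.097 from edgeR), and every Cort sample lay below every vehicle sample. With a sample left out it ranged from -2.91 to -2.12. The separation did not hold over all 10 samples, where the log2 fold change was -1.34 (Padj = 0.99). Of the samples left out, vehicle sample C01 had 48.65 CPM of Npy, vehicle sample C05 had 205.0 CPM and Cort sample C06 had 269.5 CPM. Agrp was at 214 ± 69.3 CPM (SD, n = 3) with vehicle and 149.3 ± 58.3 CPM (SD, n = 4) with Cort, a log2 fold change of -0.53 (standard error 0.37, Padj = 0.99), and the groups overlapped. It was at 134.0 CPM in C01, 18.0 CPM in C05 and 87.5 CPM in C06. The paper proposes that fasting and refeeding affected part of this pathway, and the files hold no 4 week mice without it.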

We therefore focused on a new cohort of mice in which RNA-seq was performed on the ARC after 2 days of Cort treatment, when secondary effects, such as increased body weight, elevated fat mass, and chronic hyperinsulinemia, were limited.

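The 2 day cohort comprised 5 vehicle and 5 Cort samples, and 12309 genes passed edgeR's filter in the 7 samples kept. In the authors' deposited table for this dataset, 5 of the 7 columns of normalized values matched the raw counts of a sample of another name. The columns headed C01, C02, C03, C04 and C05 were the raw counts of C02, C04, C05, C01 and C03 divided by 0.979, 1.13, 1.19, 1.42 and 0.711, respectively. Across genes, log2 differences computed from those columns had a correlation of 0.892 with the authors' deposited log2 fold changes when the raw names were used and of -0.19 when the headers were used. Values given here come from the raw counts, whose groups follow Supplemental Table 1.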

**Figure 2:**
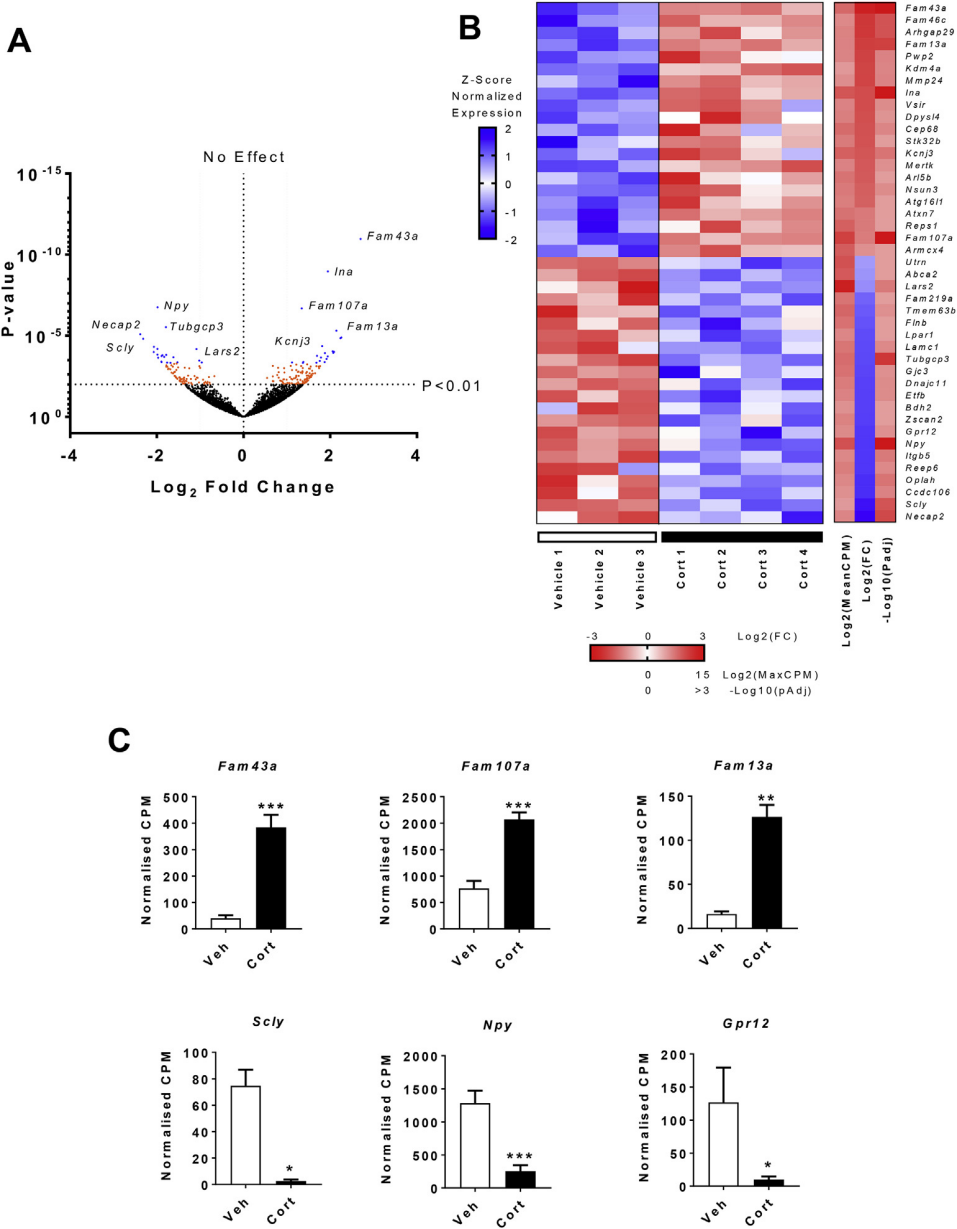
**Global gene expression changes in the arcuate nucleus of 4 week Cort treated mice. (A)** Volcano plot of all genes found by RNA-seq. Orange (*P* < 0.01) and blue (*Padj* < 0.1) dots represent genes with significant change in expression. The position of select genes is illustrated by the gene symbol (n = 3–4/group). **(B)** Heatmap showing all 43 genes differentially expressed (*Padj*) in the ARC after 4 weeks of Cort treatment. Left panel, each row corresponds to transcripts where the expression is normalized to the mean expression on the row (Z-scaled). Right panel, the mean expression across all samples [Log2(MeanCPM)], fold change [Log2(FC)], and significance for each gene [-Log10(*Padj*)] (n = 3–4/group). **(C)** Examples of different genes altered in the ARC with Cort treatment. White bars, vehicle (Veh); black bars, 75 μg/ml corticosterone (Cort) treated (n = 3–4/group; *Fam43a*, *P*adj = 9.54e-8; *Fam107a*, *P*adj = 4.63e-4; *Fam13a*, *P*adj = 0.0073; *Scly*, *P*adj = 0.014; *Npy*, *P*adj = 1.75e-7; *Gpr12*, *P*adj = 0.071). *Padj < 0.1, **Padj < 0.01, ***Padj < 0.001. (A) Wald test, (B, C) Benjamini-Hochberg adjusted *P* value.

Gene ontology enrichment analysis was also performed to identify groups of functionally related genes. All significant (*P*adj < 0.05) ontology terms for up- and downregulated genes at 4 weeks are detailed in Supplemental Tables 3 and 4. Within the upregulated genes there was enrichment for those involved in metabolic processes, metal ion binding, and voltage gated potassium channel activity. Downregulated genes were enriched for those involved in cellular metabolic processes, and nervous system development. Among the downregulated genes, there was an overrepresentation of several pathways known to be regulated by GCs, including neurodevelopment, axon guidance, metabolism of amino acids, and regulation of the pro-inflammatory transcription factor NfKB. Among the predicted upstream regulators (Supplemental Table 7) were those known to be regulated by GR, including heat shock factor 1 (HSF1) and amyloid precursor protein (APP), as well as those involved in the control of feeding, such as forkhead box O3 (FOXO3) and FEV (also known as PET-1).

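The complete target lists in Supplemental Table 7 held 15 genes for HSF1, 24 for APP, 13 for FOXO3 and 9 for FEV, all of which were tested at 4 weeks. With edgeR, 8 of the HSF1 targets had an unadjusted P below 0.05 and 10 of the 15 were higher with Cort. For APP 17 of 24 had P below 0.05 and 15 were higher, and 2 had Padj below 0.1. For FOXO3 11 of 13 had P below 0.05 and 9 were higher. The FEV targets were lower in 8 of 9 genes, with P below 0.05 in 6 and Padj below 0.1 in 1. No target of HSF1 or FOXO3 had Padj below 0.1. The lists were drawn from genes that differed in these samples, so these counts are not independent evidence.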

### 3.4 Transcriptomic changes in the ARC after 2 days of cort treatment

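In the 7 samples kept at 2 days, edgeR's quasi-likelihood test gave 183 genes with P below 0.01, where 123 are given by chance if no gene changes, and 8 with Padj below 0.1. The 8 genes were Mobp, Fam107a, Agrp, Serpina3n, 1110008L16Rik, Fam213a, Glul and Sepp1. DESeq2 moved these counts most, to 304 and 52, and with its fold change prior they were 237 and 47. With all 10 samples edgeR gave 133 genes with P below 0.01 and 2 with Padj below 0.1, which were Serpina3n and Fkbp5. With each of the 7 samples left out in turn, the number with Padj below 0.1 ranged from 1, without vehicle sample C02, to 16, without Cort sample C06. Simulated counts with 200 changed genes gave a recovery of 70.5% with 7.24% of the calls wrong for edgeR, and 72.5% with 22.5% wrong for DESeq2 with its prior. The changes set were 2-fold or larger, on dispersions estimated by edgeR. Of the 2-fold changes edgeR recovered 35%, and smaller ones were not simulated.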

After 2 days of Cort treatment, 231 genes were altered in the ARC (*P* < 0.01; Figure 3A, orange and blue dots), which was reduced to 46 when corrected for multiple testing (*Padj* < 0.1; Figure 3A, blue dots). Of these genes, 30 were upregulated, and 16 were downregulated with Cort treatment. To confirm these results, a selection of significant genes (*P* < 0.01) were validated by qRT-PCR using laser captured ARC tissue from 2 day Cort treated mice. 

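All 46 genes in Fig. 3C were tested and had the direction the figure shows and P below 0.01 with edgeR. Padj was below 0.1 for 7 of the 30 higher genes and 1 of the 16 lower ones. The count adjusted over the list alone was 46, on a list chosen from these samples. DESeq2 called 40 of the 46, and with its fold change prior all 46. The vehicle and Cort samples were separated in 40 of the 46 genes among the 7 samples and in 8 over all 10. For genes not chosen on these samples chance gives 5.71% and 0.79%. The 46 genes were chosen on 7 of the 10 samples, so neither rate is a baseline for them. Mobp rose most clearly, from 55.9 ± 19.7 CPM (SD, n = 3) to 183 ± 22.8 CPM (SD, n = 4), a log2 fold change of 1.72 (standard error 0.23, Padj = 0.0032 from edgeR). It was at 326 CPM in C07, 100.1 CPM in C09 and 311 CPM in C08, and over all 10 samples its log2 fold change was 0.82 (Padj = 0.94). Serpina3n rose from 202 ± 19.8 CPM (SD, n = 3) to 521 ± 185 CPM (SD, n = 4), with a log2 fold change of 1.38 (standard error 0.22, Padj = 0.011). Serpina3n over all 10 samples changed by 1.62 (Padj = 0.0011) and the groups stayed apart, with 183 CPM in C07, 142 CPM in C09 and 750.4 CPM in C08. Of its 50-base stretches 6.9% occur in other annotated transcripts. The only lower gene called was 1110008L16Rik, at -2.26 (standard error 0.38, Padj = 0.023), which was at 12.4 CPM in C07, 1.14 CPM in C09 and 53.0 CPM in C08 and changed by -0.77 over all 10 samples (Padj = 0.98).

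**Figure D2:**
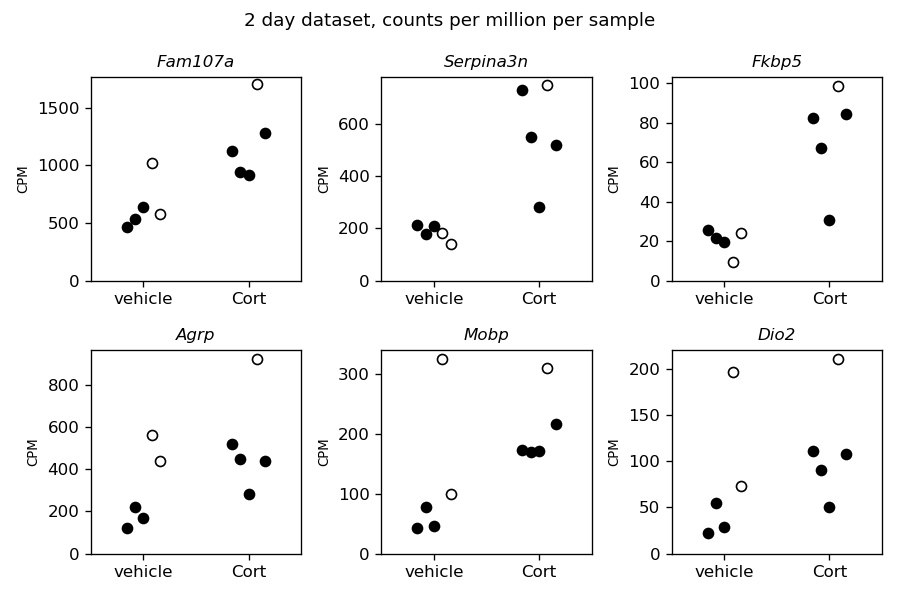
CPM of 6 genes in each 2 day sample, with vehicle at left and Cort at right of each panel. Filled points are the 7 samples kept and open points the 3 left out. Serpina3n and Fkbp5 separated the groups in both sets, whereas Fam107a, Agrp and Mobp did so only among the samples kept and Dio2 in neither.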

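The 37 genes measured by qRT-PCR were all tested in the RNA-seq data, 23 chosen as higher and 14 as lower with Cort. Each had that direction, and edgeR gave P below 0.01 for 30 of the 37 and below 0.05 for all of them. Padj was below 0.1 for 4, and all 37 passed when adjusted over the list alone. The list was chosen on these samples, so that the latter count is not independent evidence. Log2 fold changes were 0.49 to 2.55 for the higher genes and -1.64 to -0.32 for the lower ones. Over all 10 samples the direction was the same for the 37 genes, with P below 0.05 for 22. Vehicle and Cort samples did not overlap for 29 of the 37 among the 7 samples and for 7 over all 10. The qRT-PCR values themselves were not analysed here.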

There was a clear correlation between expression data obtained using RNA-seq, and qRT-PCR (Figure 3B; Supplemental Fig. 5), confirming the 2 day RNA-seq results. All of the transcripts that were altered in the ARC after 2 days of Cort treatment are shown in Figure 3C, ranked according to their fold change. 

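Fam107a rose from 546 ± 87.8 CPM (SD, n = 3) with vehicle to 1067 ± 170.4 CPM (SD, n = 4) with Cort for 2 days, a log2 fold change of 0.98 (standard error 0.14, Padj = 0.0048 from edgeR). It was 0.89 over all 10 samples (Padj = 0.26), where C07, a vehicle sample left out, had 1021 CPM, C09 had 577 CPM and C08 had 1704 CPM. Fkbp5 rose from 22.4 ± 3.16 CPM (SD, n = 3) to 66.1 ± 24.8 CPM (SD, n = 4), a log2 fold change of 1.57 (standard error 0.35, Padj = 0.24). With all 10 samples the change in Fkbp5 was 1.86 (Padj = 0.091), and the groups were apart in both sets, with 9.52 CPM in C07, 24.0 CPM in C09 and 98.7 CPM in C08. Glul rose by 0.54 on the log2 scale (standard error 0.10, Padj = 0.042), although 12.6% of its 50-base stretches also occur in other annotated transcripts. It had 1569 CPM in C07, 1304 CPM in C09 and 2416 CPM in C08. The changes in Mt2 (0.90), Ociad2 (0.65) and Paqr8 (0.60) each had Padj = 0.44. Mt2 shares 73.5% of its exon bases with another annotated gene, and its groups overlapped.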

Among the upregulated genes were a number of known GC-regulated genes, such as *Fam107a*, *Fkbp5*, *Glul*, *Mt2*, *Ociad2,* and *Paqr8* [27]. A selection of the most significantly altered genes is shown in Figure 3D. Among these are the orexigenic neuropeptides *Agrp* and *Nmb* and the selenoproteins *Dio2* and *Sepp1*.

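Agrp rose from 170.0 ± 48.2 CPM (SD, n = 3) with vehicle to 423 ± 98.96 CPM (SD, n = 4) with Cort, a log2 fold change of 1.32 (standard error 0.20, Padj = 0.010 from edgeR). With a sample left out it ranged from 1.13 to 1.54. The vehicle samples left out had 560.2 CPM (C07) and 437 CPM (C09) of Agrp, within or above the range of the Cort samples kept, and Cort sample C08 had 924.5 CPM. With these samples the log2 fold change was 0.81 (Padj = 0.92) and the groups overlapped. Sepp1 (named Selenop in the annotation) rose by 0.65 on the log2 scale (standard error 0.12, Padj = 0.055), from 368 ± 33.1 CPM (SD, n = 3) to 574 ± 28.6 CPM (SD, n = 4). It had 776 CPM in C07, 698 CPM in C09 and 822 CPM in C08, and changed by 0.28 (Padj = 0.98) over all 10 samples. Nmb was at 3.72 ± 2.72 CPM (SD, n = 3) and 21.5 ± 7.71 CPM (SD, n = 4), a log2 fold change of 2.55 (standard error 0.60, Padj = 0.35). It had 26.5 CPM in C07, 13.7 CPM in C09 and 63.7 CPM in C08. Of the exon bases of Nmb 20.6% are shared with Sec11a, and of those of Sepp1 15.4% with Ccdc152.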

**Figure 3:**
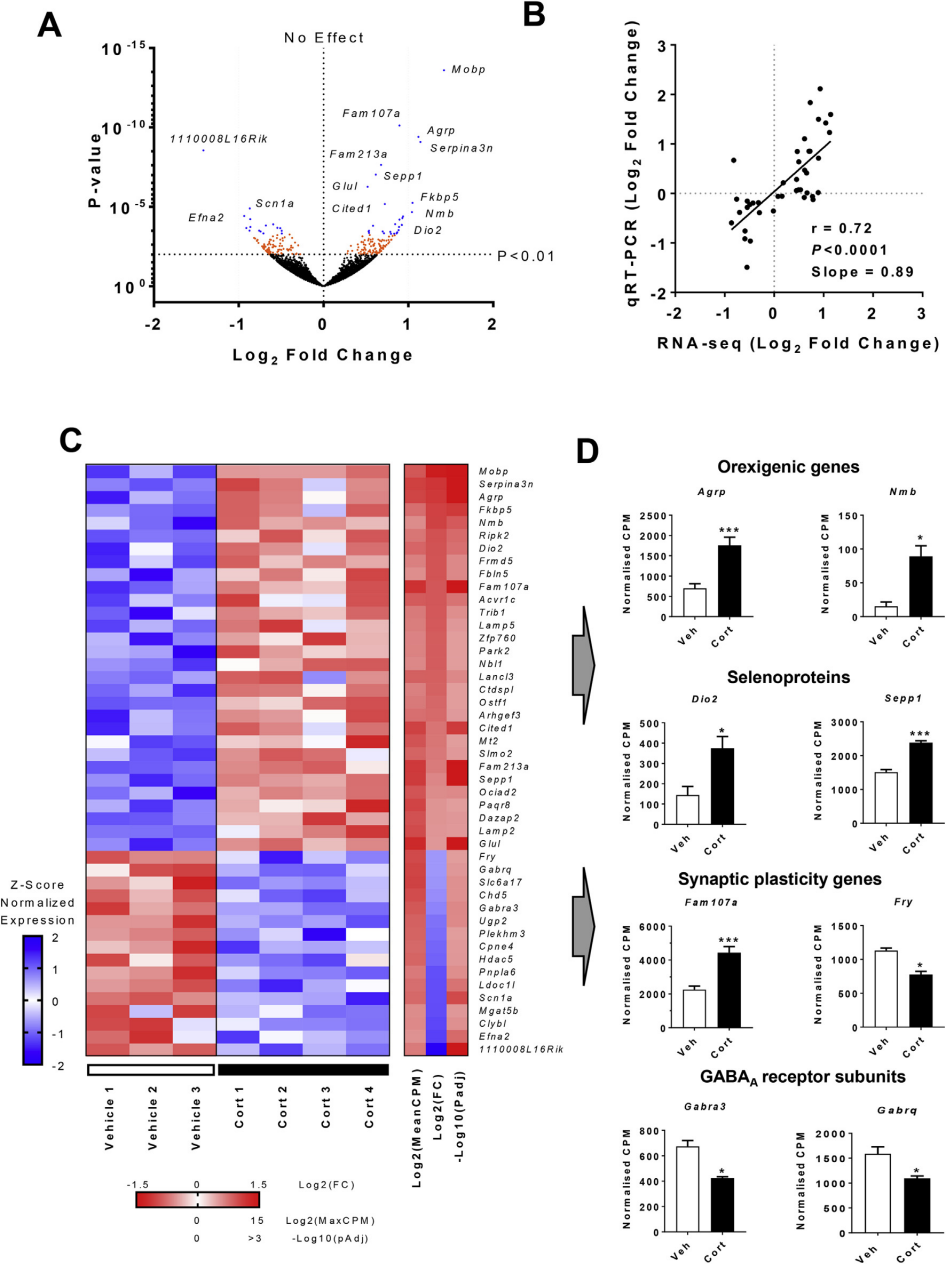
Global gene expression changes in the arcuate nucleus of 2 day Cort treated mice. **(A)** Volcano plot of all genes found by RNA-seq. Orange (*P* < 0.01) and blue (*Padj* < 0.1) dots represent genes with significant change in expression. The position of select genes is illustrated by the gene symbol (n = 3–4/group). **(B)** Biological and technical correlation between RNA-seq and qRT-PCR in 37 differentially expressed genes (RNA-seq, n = 3–4/group; qRT-PCR, n = 6–7/group). **(C)** Heatmap showing all 46 genes differentially expressed (*Padj*) in the ARC after 2 days of Cort treatment. Left panel, each row corresponds to transcripts where the expression is normalized to the mean expression on the row (Z-scaled). Right panel, the mean expression across all samples [Log2(MeanCPM)], fold change [Log2(FC)], and significance for each gene [-Log10(*Padj*)] (n = 3–4/group). **(D)** Examples of genes altered in the ARC with Cort treatment (n = 3–4/group; *Agrp*, *P*adj = 1.21e-6; *Nmb*, *P*adj = 0.016; *Dio2*, *P*adj = 0.031; *Sepp1*, *P*adj = 1.24e-4; *Fam107a*, *P*adj = 3.52e-7; *Fry*, *P*adj = 0.0995; *Gabra3*, *P*adj = 0.061; *Gabrq*, *P*adj = 0.089). White bars, vehicle (Veh); black bars, 75 μg/ml corticosterone (Cort) treated. *Padj < 0.1, **Padj < 0.01, ***Padj < 0.001. (A) Wald test, (B) Pearson's correlation, (C, D) Benjamini-Hochberg adjusted *P* value.

Gene ontology enrichment analysis of upregulated genes showed an over-representation of those involved in hormone secretion, with an enrichment of genes localized at the neuronal synapse (Supplemental Table 5). Within the downregulated genes there was an enrichment of those involved in neural development, synaptic transmission, calcium-dependent phospholipid binding, and locomotor activity (Supplemental Table 6). Similarly, the pathways altered included transmission across a chemical synapse and transmembrane transport of small molecules, suggesting altered neuronal activity. Upstream Regulator Analysis indicated that GR (*Nr3c1*) was among the top predicted higher order transcriptional regulators within the dataset (Supplemental Table 8), which also included APP and FEV/PET1, and these were common to the 4 week dataset.

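The targets listed for GR (Nr3c1) in Supplemental Table 8 were 36 genes, of which 22 were higher and 14 lower with Cort at 2 days, with an unadjusted P below 0.05 in 31 and Padj below 0.1 in 1 by edgeR. For FEV 13 targets were listed, of which 9 were lower, with P below 0.05 in 12 and Padj below 0.1 in none. The direction of each target was then compared with that in the other dataset, a comparison chosen after the data were seen. Of the 2 day targets, 20 of 36 for GR and 6 of 13 for FEV had the same direction at 4 weeks. Of the 4 week targets, 15 of 24 for APP, 10 of 13 for FOXO3, 4 of 15 for HSF1 and 3 of 9 for FEV had the same direction at 2 days.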

### 3.5 Cort treated mice show increased *Dio2* expression in the ARC

An analysis of the available literature highlighted *Dio2* as an interesting candidate gene for further study, since it increases the local availability of triiodothyronine (T3), which, in turn, increases food intake. Consistent with RNA-seq and qRT-PCR, mRNA expression of *Dio2* in the MBH was increased after 2 days of Cort treatment when quantified by *in situ* hybridization (Figure 4A,B). *Dio2* expression appeared to be increased in both the tanycytes of the third ventricle and in the ARC (Figure 4A,B). Elevated *Dio2* (∼1.6-fold) was also observed in the hypothalami of mice treated with Cort for 3 weeks using the same paradigm (Supplemental Fig. 6; using 3 week hypothalamic RNA taken from Sefton et al., 2019 [20]), suggesting that the increase is sustained for the duration of Cort treatment. Furthermore, mRNA expression of the T3 responsive gene *Hr* [30] showed a trend towards an increase after 2 days of Cort (Figure 4C,D).

**Figure 4:**
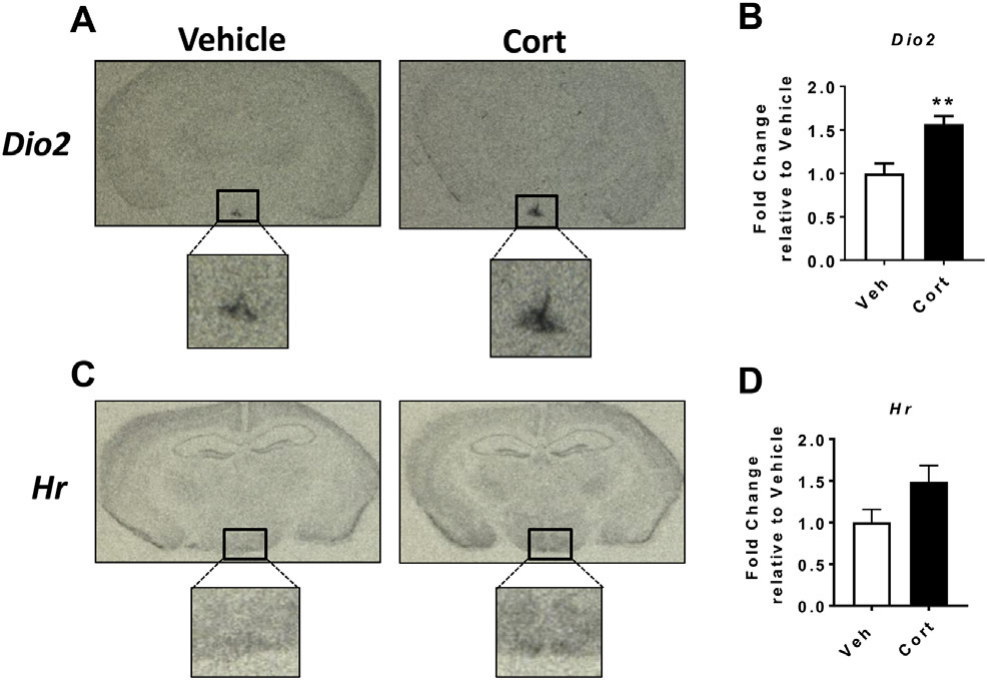
Cort treatment increases *Dio2* mRNA expression in the mediobasal hypothalamus. Mice were treated with either corticosterone or vehicle in the drinking water for 2 days. **(A, C)** Representative autoradiographic images and **(B, D)** densitometric quantification of coronal brain sections incubated with riboprobes targeting *Dio2* and *Hr,* respectively (n = 6/group; *Dio2*: *P* = 0.0022; *Hr*: *P* = 0.0931). White bars, vehicle (Veh); black bars, 75 μg/ml corticosterone (Cort) treated. **P < 0.01. (B, D) Mann–Whitney test.

### 3.6 *Dio2* knockdown in the mediobasal hypothalamus using AAV-mediated CRISPR-Cas9

To investigate the role of elevated *Dio2* in the development of GC-induced metabolic effects, we next sought to knock down *Dio2* in the MBH using AAV-mediated CRISPR-Cas9. First, two gRNAs were designed to target exon 1 of the *Dio2* gene (Figure 5A) and individually inserted into an SaCas9 vector (Figure 5B). The efficiency of gRNAs at generating insertion/deletion (InDel) mutations in the *Dio2* gene was then assessed *in vitro* by transfection of the plasmid constructs into a murine embryonic fibroblast (3T3) cell line. Wild type amplicons (orange dots) and DNA containing InDels (blue dots) were detected using ddPCR with probes designed over the gRNA cut sites (Figure 5C), revealing gRNA efficiencies of 12.2% (gRNA1; Figure 5D) and 15.8% (gRNA2; Figure 5E).

**Figure 5:**
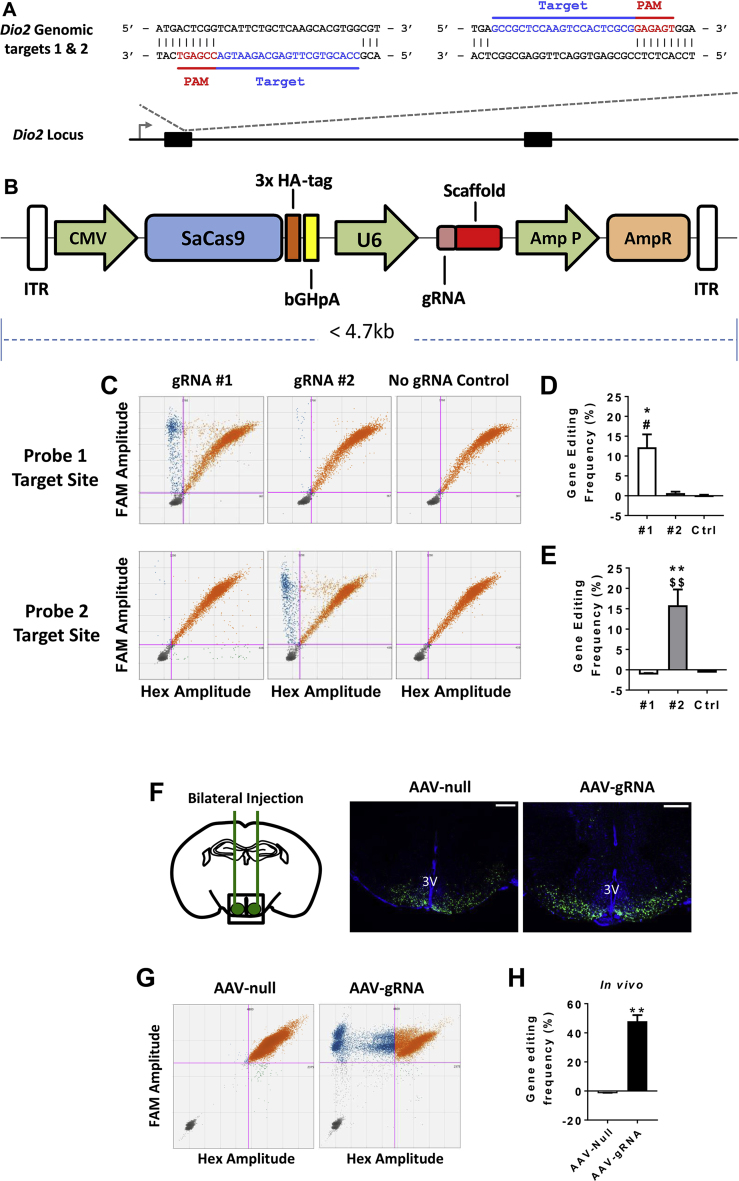
Validation of AAV-gRNA for targeted disruption of *Dio2* in the mediobasal hypothalamus. **(A)** Schematic representation of the *Dio2* locus showing the location of the gRNA target sequences. Target sequence in blue, protospacer adjacent motif sequence in red. **(B)** Schema of the single vector AAV delivery construct containing SaCas9 and gRNA**. (C)***In vitro* confirmation of gRNA efficiency using droplet digital PCR (ddPCR; n = 3–4/group). **(D)** Quantification of gRNA1 (#1) editing frequency (n = 3–4/group; F_2, 7_ = 9.057, *P* = 0.0114). **(E)** Quantification of gRNA2 (#2) editing efficiency (n = 3–4/group; F_2, 7_ = 21.62, *P* = 0.001). **(F)** Representative immunofluorescent images showing bilateral targeting of the MBH. Scale bar = 500 μm. **(G)** Confirmation and **(H)** quantification of *in vivo* AAV-gRNA gene editing efficiency (n = 4–6/group; *P* = 0.0095). All ddPCR scatter plots represent merged replicates. Reference probe, FAM; InDel + probe, Hex. Pink bars indicate manually set thresholds. Orange dots, wild type DNA; blue dots, DNA containing InDels; grey dots; empty droplets. *P < 0.05, **P < 0.01 vs Ctrl (no gRNA). ^#^*P* < 0.05 vs gRNA2, ^$$^*P* < 0.01 vs gRNA1, ***P < *0.001*. (D, E) One-way ANOVA with Tukey's post-hoc comparison, (H) Mann–Whitney test.

Vector constructs were then packaged into AAV2/8 virus particles, a serotype that efficiently transduces mouse glial cells [31], including astrocytes and tanycytes of the ARC [12]. In order to maximize knockdown efficiency both gRNAs were packaged and used in tandem. To generate knockdown of *Dio2 in vivo*, AAV-gRNA virus particles were stereotactically injected into the MBH of wild type C57Bl/6J mice. Successful bilateral injection was confirmed by the localized expression of SaCas9, as evidenced by anti-HA immunofluorescent staining (Figure 5F). Confirmation of protein knockdown was prevented due to the lack of an anti-DIO2 antibody with suitable specificity. Similarly, CRISPR-edited alleles will still produce a non-functional mRNA transcript, making transcriptomic analysis of *Dio2* not viable as an option for knockdown confirmation. However, the presence of InDels in DNA from laser captured MBH tissue was confirmed using ddPCR (Figure 5G,H), indicating that AAV-gRNA viral particles are able to generate InDel mutations *in vivo* with high efficiency (∼50%). Individual plots for each animal can be viewed in Supplemental Fig. 7.

### 3.7 Determining if elevated *Dio2* mediates GC-induced obesity and hyperphagia

Using this model of *Dio2* knockdown, we sought to determine the contribution of elevated *Dio2* in the development of GC-induced hyperphagia and obesity. Accordingly, a separate cohort of mice were each injected with AAV-gRNA or AAV-null viral particles into the MBH and were subsequently challenged with Cort over 4 weeks. To confirm correct targeting of the virus, SaCas9 mRNA was quantified in punch biopsies taken of the MBH (Supplemental Fig. 8). Samples with absent expression (Ct > 33) were determined to be “missed” injections and were excluded from all further analysis (1 Ctrl-Veh, 1 Ctrl-Cort, 2 KO-Cort).

In agreement with previous data, exogenous Cort treatment increased food intake (Figure 6A) and body weight (Figure 6B); however, this effect was not attenuated with *Dio2* knockdown (Figure 6A,B). The increased body weight was likely due to increased fat mass as epididymal, subcutaneous, mesenteric, and brown adipose tissues were increased, while muscle weight decreased (Figure 6C). Interestingly, the GC-induced increase in BAT weight was mildly attenuated with *Dio2* knockdown (Figure 6C). Consistent with 2 day RNA-seq data, *Agrp* mRNA expression was increased with Cort treatment in both control and *Dio2* knockdown mice, however the amplitude of this increase was reduced by 56% with *Dio2* knockdown (Figure 6D). In agreement with our previous work [19], [20], expression of *Npy* and *Pomc* was unaffected by chronic Cort treatment, and *Dio2* knockdown had no additional effect (Figure 6D). Chronic Cort treatment led to an increase in blood glucose after 28 days, measured in the free-fed state, which was not attenuated with knockdown of *Dio2* (Figure 6E).

**Figure 6:**
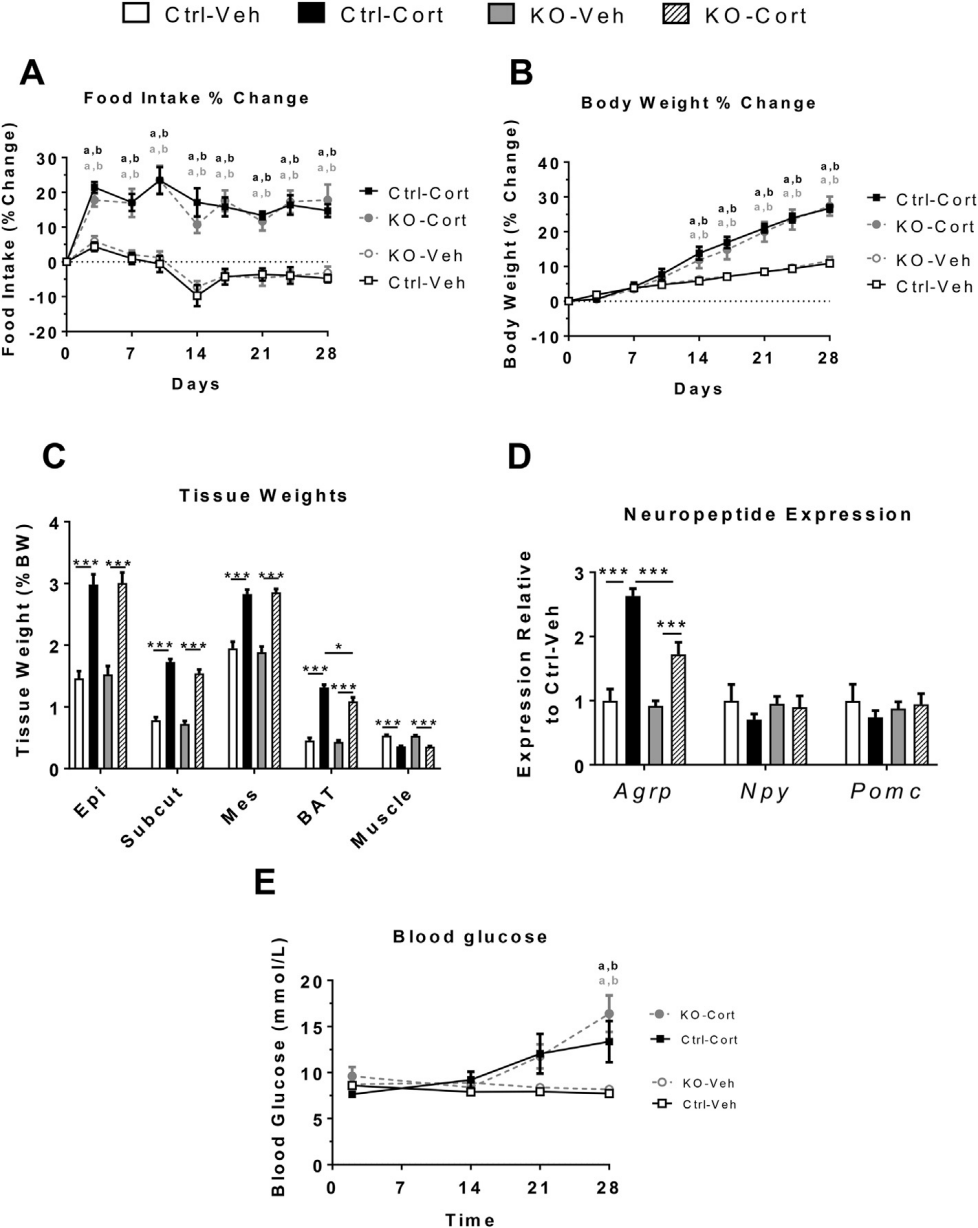
**Targeted knockdown of *Dio2* in the MBH does not alleviate the metabolic effects of chronic Cort treatment. (A)** Percent change in food intake (n = 9–14/group; time: F_8, 320_ = 19.39, *P* < 0.0001; interaction: F_24, 320_ = 5.466, *P* < 0.0001; treatment: F_3, 40_ = 34.52, *P* < 0.0001) and **(B)** body weight across the 4 week Cort treatment period (n = 9–14/group; time: F_8, 320_ = 268.6, *P* < 0.0001; interaction: F_24, 320_ = 21.23, *P* < 0.0001; treatment: F_3, 40_ = 10.52, *P* < 0.0001). **(C)** Individual adipose tissue bed and muscle weight after 4 weeks of Cort treatment (n = 8–14/group; Epi: F_3, 38_ = 31.22, *P* < 0.0001; Subcut: F_3, 39_ = 85.87, *P* < 0.0001; Mes: F_3, 38_ = 39.67, *P* < 0.0001; BAT: F_3, 39_ = 88.7, *P* < 0.0001; Muscle: F_3, 39_ = 1.945, *P* = 0.1382). **(D)** Expression of ARC neuropeptides in MBH micropunches after 4 weeks of Cort treatment (n = 8–14/group; *Agrp*: F_3, 37_ = 26.69, *P* < 0.0001; *Npy*: F_3, 38_ = 0.4874, *P* = 0.6931; *Pomc*: F_3, 37_ = 0.379, *P* = 0.7687). **(E)** Blood glucose measurements (n = 9–14/group; time: F_3, 120_ = 10.7, *P* < 0.0001; interaction: F_9, 120_ = 6.501, *P* < 0.0001; treatment: F_3, 40_ = 4.992, *P* = 0.0049). Epi, epididymal; Subcut, subcutaneous; Mes, mesenteric. Ctrl, AAV-Null injected; KO; AAV-gRNA injected; Veh, 1% ethanol; Cort, 75 μg/ml corticosterone. a, significance vs Ctrl-Veh; b, significance vs KO-Veh. *P < 0.05, **P < 0.01, ***P < 0.001. (A, B, E) Two-way ANOVA with Tukey's post-hoc compassion (C, D) one-way ANOVA with Tukey's post-hoc comparison.

## 4 Discussion

Long-term GC treatment was associated with the development of hyperphagia, obesity, and insulin resistance, as we have previously shown in other studies using this model [19], [20]. We hypothesized that GC action within the ARC would contribute to these effects. However, targeting specific genes has not yet identified the contributing mechanisms [20]. Therefore, in the current study, we explored the underlying mechanisms using a broad approach and performed global transcriptomic analysis of the ARC, a valuable tool allowing for the accurate and unbiased identification of genes differentially regulated between treatments. Using this approach, we have identified ARC genes altered in response to both short- (2 day) and long-term (4 week) exogenous Cort treatment and have suggested both known and novel candidate genes that merit further investigation.

In the current study, we identified 46 genes significantly altered in the ARC after 2 days of Cort treatment. Among these genes are previously identified GC target genes, including *Fam107a* and *Fkbp5*. *Fam107a* (also known as *Tu3a* and *Drr1*), is increased by both DEX [32] and prednisolone [33] and is reliant upon GR dimerization for its transactivation [33]. Similarly, *Fkbp5* is a well-recognized GC target gene [34] and increased expression in the hypothalamus has been linked to obese phenotypes [35]. 

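A list of 25 glucocorticoid-induced genes was fixed before the counts were seen, and 6 of them are also named by the paper. At 2 days 20 of the 21 genes tested were higher with Cort, with a median log2 fold change of 0.54 (adjusted p = 9.9e-06 from limma's camera). At 4 weeks 16 of 20 were higher, with a median of 0.90 (adjusted p = 9.9e-06 from limma's camera). The medians over all 10 samples were 0.61 and 0.70. Adjusted over the list alone, 7 genes at each time had Padj below 0.1, against 2 at 2 days and 1 at 4 weeks over all genes tested. Without the 6 genes the paper names, the medians were 0.31 over 15 genes, with 14 higher, and 0.55 over 14, with 11 higher. For these remainders p was 0.0023 at 2 days and 0.00079 at 4 weeks (limma's camera, not adjusted). Of the 14 lists tested per dataset, 4 at 2 days and 1 at 4 weeks had an adjusted p below 0.05. Under fry, only the GABA A receptor subunits at 2 days and the glucocorticoid-induced genes at 4 weeks passed (both adjusted p = 0.034), and with an estimated correlation between genes none passed. The other lists that passed at 2 days were AgRP neuron genes (median 0.40, 12 of 14 higher, adjusted p = 2.6e-05) and oligodendrocyte genes (median 0.49, 12 of 15 higher, adjusted p = 0.037 from limma's camera). For the AgRP neuron genes the median over all 10 samples was 0.29 (adjusted p = 0.00017), and with a sample left out the adjusted p was at most 0.0078. However, 6 of these 14 genes are named by the paper or were chosen by it for qRT-PCR from these samples, and the other 8 had a median of 0.09, with 6 of 8 higher (p = 0.15 from limma's camera, not adjusted), so the result of the whole list is not independent evidence. For the oligodendrocyte genes the median over all 10 samples was 0.06 (adjusted p = 0.56), and with a sample left out the adjusted p ranged from 0.0080, without C03, to 0.17, without C02, and was above 0.05 without any sample but C03. Their median at 4 weeks was -0.54 (adjusted p = 0.051 from limma's camera), and with a sample left out that adjusted p ranged from 0.0053 to 0.51. Without the 2 genes the paper names, the median at 2 days was 0.30 over 13 genes, with 10 higher (p = 0.10 from limma's camera, not adjusted).

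**Figure D3:**
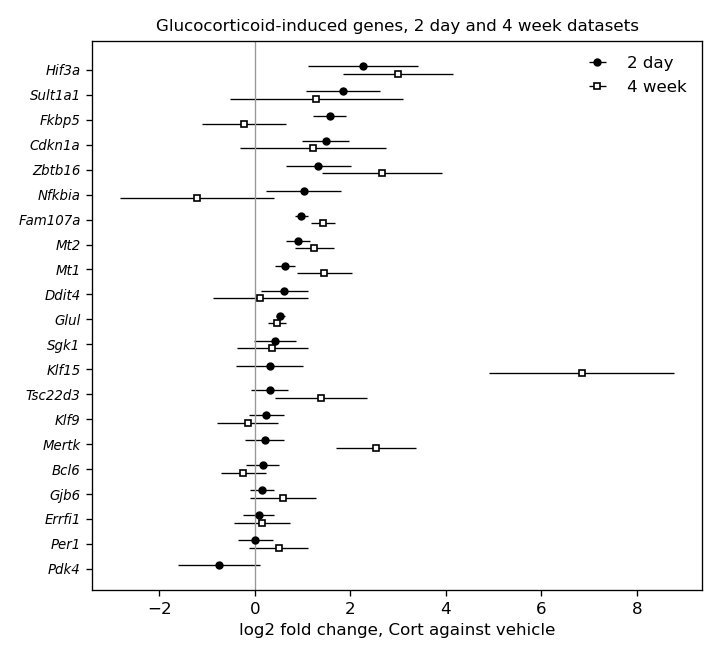
Log2 fold change with Cort of the glucocorticoid-induced genes tested at 2 days (filled circles) and their values at 4 weeks (open squares), with standard errors from edgeR. At 2 days 20 of the 21 genes lie above 0.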

The presence of known GC-sensitive genes within the dataset validates the GC delivery method used and demonstrates that the ARC is transcriptionally sensitive to circulating GCs.

In the 4 week dataset, 43 genes were significantly altered in the ARC. 

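Among the 11016 genes tested in both datasets by edgeR, 8 had Padj below 0.1 at 2 days and 5 at 4 weeks. Fam107a was shared, where 0.00363 shared genes are given by chance. DESeq2 gave 2 shared genes, Fam107a and Lamp5, and DESeq2 with its fold change prior gave Fam107a alone. Without a filter on low counts Fam43a was shared as well. No gene was shared over all 10 samples with edgeR, although limma voom with quality weights on the same samples again gave Fam107a. With P below 0.01 in both datasets there were 8 genes, where 1.72 are given by chance, and 6 of the 8 changed in the same direction. A further test, chosen after the data were seen, took the 30 genes that Fig. 3C shows as higher at 2 days to the 4 week dataset. There 23 of the 30 were higher with Cort, with a median log2 fold change of 0.48 (adjusted p = 0.023 from limma's camera over 10 such lists). Of the genes shown as lower at 2 days, 9 of the 15 tested were higher at 4 weeks, with a median of 0.21 (adjusted p = 0.70 from limma's camera). In the other direction, the genes that Fig. 2B shows as higher at 4 weeks had a median of 0.21 at 2 days, with 16 of 21 higher (adjusted p = 0.086 from limma's camera), and those shown as lower one of -0.09, with 10 of 21 higher (adjusted p = 0.93).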

Surprisingly, only one gene, *Fam107a,* was altered in both 2 day and 4 week datasets. This may indicate that different mechanisms are active in the early and late stages of chronic Cort treatment. Indeed, this has been observed in another study of GC-regulated gene expression, showing that expression profiles differ based on the duration of GC exposure [36]. However, it is also likely that expression in the 4 week dataset has been influenced by the fast/refeed period, making comparisons between datasets difficult to interpret. 

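Whether the response to Cort differed between 2 days and 4 weeks was tested for each gene as an interaction of time and treatment with edgeR, over 12777 genes in the 14 samples kept. The difference had Padj below 0.1 for 2 genes. Npy changed by 0.49 at 2 days (standard error 0.15) and the difference at 4 weeks was -2.80 (standard error 0.47, Padj = 0.068). The difference for Ina, which did not change at 2 days, was 2.15 (standard error 0.37, Padj = 0.068). Agrp differed by -1.85 (standard error 0.42, Padj = 0.70) and Fam107a by 0.46 (standard error 0.28, Padj = 0.85). No gene passed over all 20 samples, where 779 had an unadjusted P below 0.05, and leaving out each of the 14 samples gave 0 to 3 genes. DESeq2 moved this count most, to 67. Ina shares 14.1% of its exon bases with Nt5c2. The paper proposes that different mechanisms act early and late in Cort treatment, and also that fasting and refeeding influenced the 4 week expression, which makes the datasets difficult to compare.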

Interestingly, FEV, a member of the highly conserved ETS family of transcription factors was a predicted upstream regulator in both 2 day and 4 week datasets. FEV/PET1 is a key regulator of serotonergic neuronal development in the CNS [37], and has recently been identified as having a key role in food-related behavioral state switching and satiety [38]. This may represent a novel pathway through which GCs regulate food intake in the ARC.

In addition to identifying well-established GC-responsive genes, we observed a change in a range of energy regulatory genes. There was a strong increase in *Nmb*, a bombesin-related peptide that potently activates AgRP/NPY neurons in the ARC [39] and may contribute to the increase in food intake. Previous studies indicate that *Nmb* is negatively regulated in the ARC by the anorexigenic hormone leptin [40] and thus may represent a mechanism mediating the bidirectional control of food intake in response to peripheral hormonal cues. 

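Gabra3 (ENSMUSG00000031343, chromosome X, 72432681 to 72656848) was at 164 ± 19.6 CPM (SD, n = 3) with vehicle and 102 ± 5.70 CPM (SD, n = 4) with Cort for 2 days, a log2 fold change of -0.67 (standard error 0.18, Padj = 0.44 from edgeR). Gabrq (ENSMUSG00000031344) was at 386 ± 57.6 CPM (SD, n = 3) and 263 ± 23.0 CPM (SD, n = 4), a log2 fold change of -0.54 (standard error 0.14, Padj = 0.44). The groups of both genes were apart in the 7 samples (exact permutation test, 2-sided, p = 0.057, the smallest possible) and overlapped over all 10. Gabra3 was at 63.4 CPM in C07, 160 CPM in C09 and 90.5 CPM in C08, and Gabrq at 181 CPM, 247 CPM and 264 CPM, respectively. Over the 13 GABA A receptor subunit genes tested, the median log2 fold change was -0.22, with 3 higher (adjusted p = 0.036 from limma's camera), and over all 10 samples it was -0.19 (adjusted p = 0.53). With a sample left out the adjusted p ranged from 0.043, without C02, to 0.15, without C04, and was above 0.05 without C01, C05, C06 or C10 as well. Without the 3 subunits that the paper names or chose for qRT-PCR, the median was -0.11 over 10 genes, with 3 higher (p = 0.20 from limma's camera, not adjusted). At 4 weeks the median was 0.21 (adjusted p = 0.60 from limma's camera).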

Other notable genes that were downregulated with Cort treatment are *Gabra3* and *Gabrq*, two subunits of the GABA_A_ receptor. Within the ARC, GABA receptors have been implicated in several critical homeostatic mechanisms, including food intake, thermoregulation, and foraging [41]. We also observed an increase in the selenoprotein, *Sepp1*, a class of protein increasingly believed to play a key role in hypothalamic control of energy balance [42]. Indeed, elevated serum selenoprotein-P (encoded by *Sepp1*) has been associated with obesity and diabetes in humans, and overexpression both *in vitro* and *in vivo* leads to insulin resistance [43].

Among the transcripts altered in response to Cort treatment, *Dio2* stood out, both by its degree of upregulation, its restricted localization to the MBH [44], and by the growing body of evidence implicating *Dio2* and T3 in the central control of energy balance [45], [46], [47], [48], [49]. 

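Dio2 (ENSMUSG00000007682, chromosome 12, 90724552 to 90738438) was at 35.2 ± 17.6 CPM (SD, n = 3) with vehicle and 90.2 ± 27.8 CPM (SD, n = 4) with Cort for 2 days. Its log2 fold change of 1.36 (standard error 0.33, Padj = 0.44 from edgeR) ranked 13 among the 30 genes shown as higher in Fig. 3C. The groups overlapped (exact permutation test, 2-sided, p = 0.11). Without a sample the log2 fold change ranged from 1.12 to 1.84. Vehicle samples C07 and C09, which were left out, had 196 CPM and 73.3 CPM, and Cort sample C08 had 211 CPM, so that over all 10 samples the change was 0.62 (Padj = 0.98). After 4 weeks, in mice that had been fasted and refed, Dio2 changed by 0.05 (standard error 0.54). Over 20 selenoprotein genes tested at 2 days the median log2 fold change was 0.03 (adjusted p = 0.23 from limma's camera), and over 19 at 4 weeks it was 0.20 (adjusted p = 0.60). From its degree of upregulation, its restricted localization to the MBH and the evidence on Dio2 and T3 in the central control of energy balance, the paper reasons that Dio2 stands out among the altered transcripts. The paper also reports higher Dio2 with Cort by qRT-PCR and in situ hybridization at 2 days and in whole hypothalami at 3 weeks. Those measurements were not analysed here.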

While previous studies have hinted that GCs may regulate *Dio2* [50], here we provide the first conclusive evidence that exogenous Cort increases hypothalamic *Dio2* expression. Within the hypothalamus, *Dio2* is highly localized to the tanycytes and astrocytes of the ARC [44] and increases the local availability of T3 [51], which then regulates neuronal gene expression in a paracrine manner [52]. Modulation of hypothalamic T3 can have a significant impact on food intake and metabolism. Endogenously elevated T3 acts as a key seasonal switch between catabolic and anabolic states in natural animal models of obesity, such as the Siberian hamster [45], [46]. Similarly, in other rodent models, elevated hypothalamic T3 leads to an increase in food intake [47], [48], [49]. Specifically within the ARC, T3 increases food intake via two independent mechanisms. Firstly, in fasted mice DIO2-derived T3 induces mitochondrial upregulation of UCP2 in AgRP/NPY neurons, thereby elevating their activity and increasing food intake [47]. Secondly, in the context of hyperthyroidism, T3 increases mTOR signaling in the ARC, leading to an increase in food intake [49]. It must be noted that in another study, intra-ARC injection of T3 did not alter food intake [53]. Thus while the appetitive action of hypothalamic T3 has been identified under specific circumstances, the full range of molecular mechanisms governing T3 control of food intake have yet to be elucidated.

To investigate the effects of *Dio2* on Cort-induced metabolic dysfunction, we used AAV-targeted CRISPR-Cas9 to specifically knockdown *Dio2* in the MBH before treating with Cort for 4 weeks. This knockdown of *Dio2* did not attenuate GC-induced hyperphagia or body weight gain as expected. One possibility is that the absence of a change in food intake is due to the duration of GC treatment. To date, studies that have observed elevated T3-induced food intake have done so in an acute setting. A single bolus injection of T3 into the ARC increased food intake over 12 h [49]. Similarly, global knockout of *Dio2* abolishes the fasting-induced increase in hypothalamic T3 levels, which is associated with a blunted refeeding response, only in the first 30 min after a 24 h fast [47]. Therefore, while elevated T3 increases food intake in an acute setting, this may not occur with chronic elevation. Indeed, differing acute and chronic effects of T3 were observed in other hypothalamic nuclei, as acute [54] but not chronic [55], delivery of T3 into the PVN raised blood glucose levels.

In accordance with our previous data [19], [20], GC treatment in the Cort-treated mice induced a strong increase in hypothalamic *Agrp.* This increase was attenuated (by 56%) in mice with *Dio2* knockdown, suggesting that the GC-induced increase in *Agrp* is mediated, at least partially, by increased hypothalamic *Dio2* expression. Recent work from our lab has shown that *Agrp* deletion had little effect on Cort induced metabolic abnormalities [20], and as such this reduction in AgRP would not be expected to have a metabolic effect. The attenuated increase in *Agrp* transcript with *Dio2* knockdown is in agreement with previous evidence indicating that thyroid hormones increase the expression of *Agrp* [49], [56], [57]. It would therefore be expected that *Dio2* knockdown would decrease T3 availability, and could thus be the mechanism limiting the GC-induced increase in *Agrp.* We cannot exclude the possibility that this decrease is only partial due to incomplete knockdown of *Dio2* (50% editing efficiency); however, it may also suggest that GCs regulate *Agrp* expression through multiple mechanisms. Indeed, there is a GC response element (GRE) in the *Agrp* gene [58]. Therefore, it is likely that GCs increase *Agrp* both via direct action, and indirectly via a *Dio2*-mediated increase in local T3 availability. This hypothesis is supported by evidence that DIO2-producing glial cells are in direct contact with AgRP/NPY neurons [47], exposing them to locally formed T3.

## 5 Conclusion

This genome-wide analysis has identified the transcriptomic response of the hypothalamic ARC to chronic exogenous Cort treatment. The range of both known and novel candidate genes indicates that there is the potential for multiple mechanisms to contribute to the metabolic abnormalities observed with Cort treatment. *Dio2* was an obvious candidate given its robust elevation with Cort treatment and its clear links to feeding and metabolism. However, knockdown of *Dio2* using AAV-mediated CRISPR-Cas9 vectors targeted to the MBH conferred no protection from GC-induced hyperphagia or obesity in this setting, providing evidence that other mechanisms mediate the metabolic sequelae resulting from chronic GC treatment.

## Author contributions

JRW collected, analyzed, and interpreted the data, and drafted the article. AD was involved in the design of the experiments. AD, CS, and TA were involved with data collection and provided support throughout the course of the study. AA assisted with design of CRISPR experiments and provided expertise in this regard. BYHL and GSHY assisted with the design and execution of the RNA-seq experiments. PC assisted with bioinformatics analysis of RNA-seq data. APC, EH, and AW conceived and contributed to the design of the study. JRW, EH, and AW wrote and revised the manuscript and were responsible for its final content. All authors have approved the final version of the manuscript.

# Supplementary material for: Global transcriptomic analysis of the arcuate nucleus following chronic glucocorticoid treatment
**Source:** Mol Metab. 2019 May 18;26:5–17. doi: 10.1016/j.molmet.2019.05.008
**Supplement:** Multimedia component 2

## Slide 1
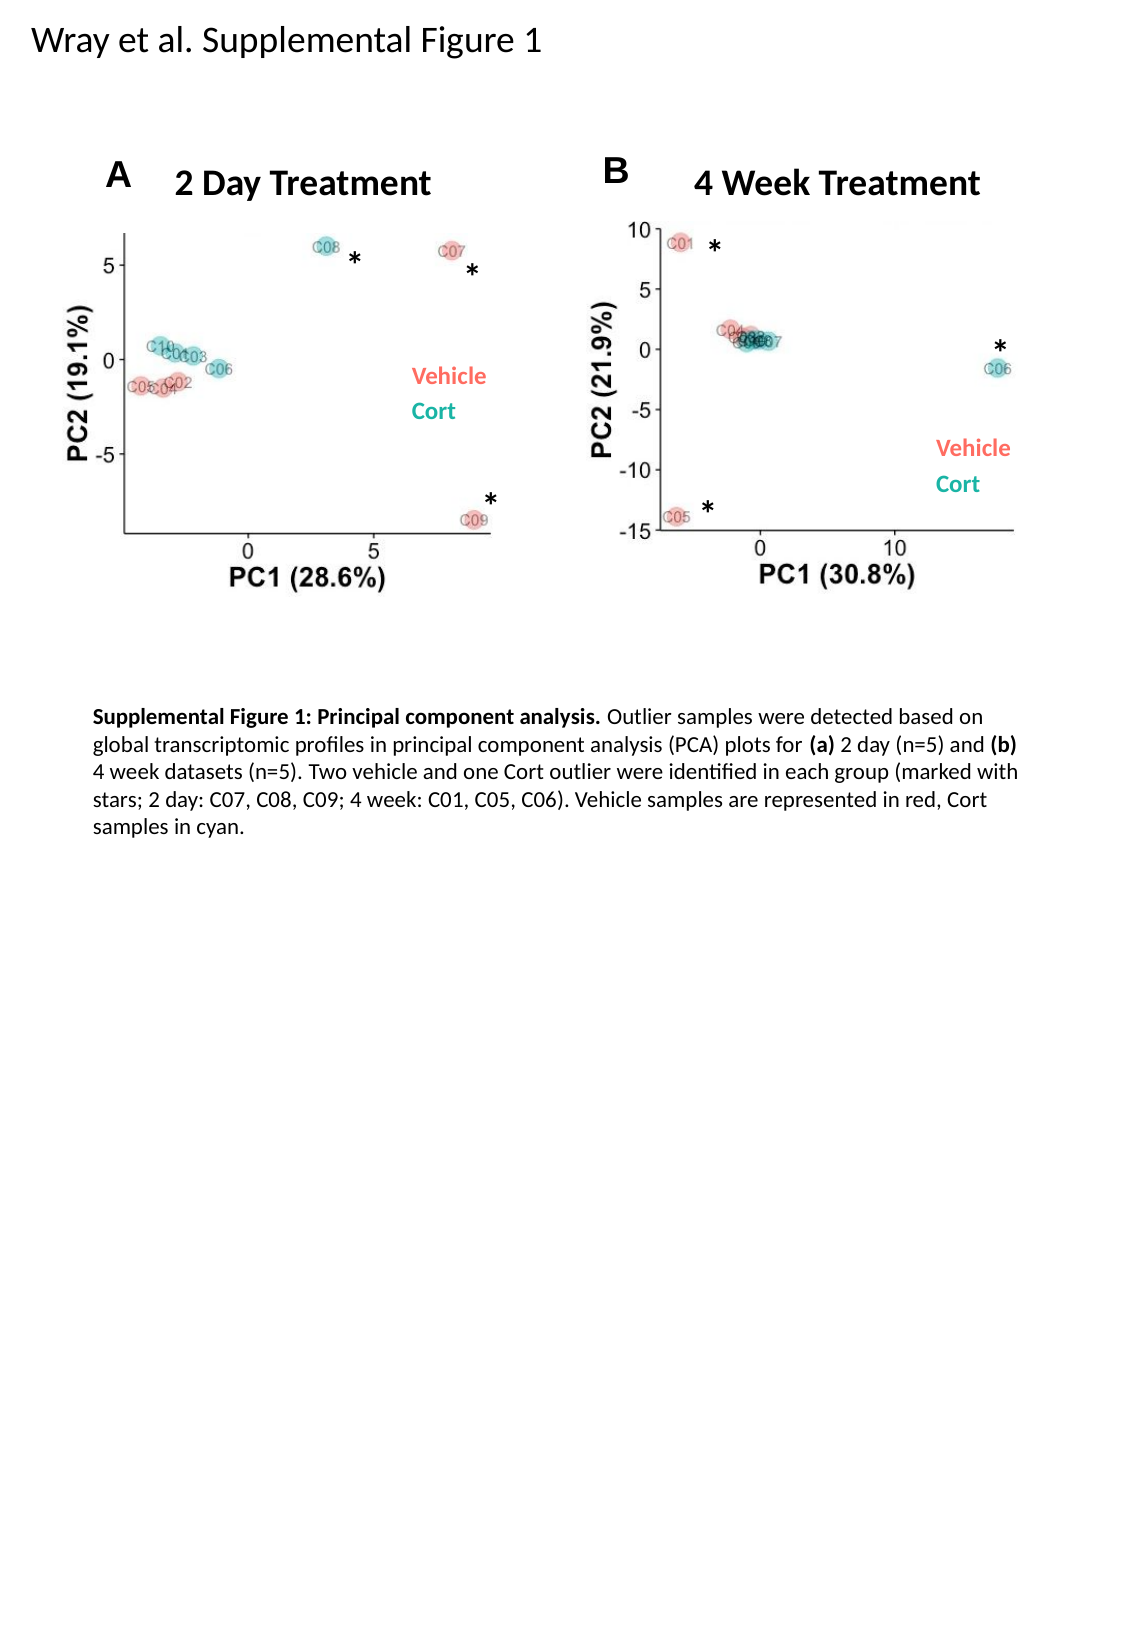

Wray et al. Supplemental Figure 1
B
A
2 Day Treatment
*
*
Vehicle
Cort
*
4 Week Treatment
*
*
Vehicle
Cort
*
Supplemental Figure 1: Principal component analysis. Outlier samples were detected based on global transcriptomic profiles in principal component analysis (PCA) plots for (a) 2 day (n=5) and (b) 4 week datasets (n=5). Two vehicle and one Cort outlier were identified in each group (marked with stars; 2 day: C07, C08, C09; 4 week: C01, C05, C06). Vehicle samples are represented in red, Cort samples in cyan.

## Slide 2
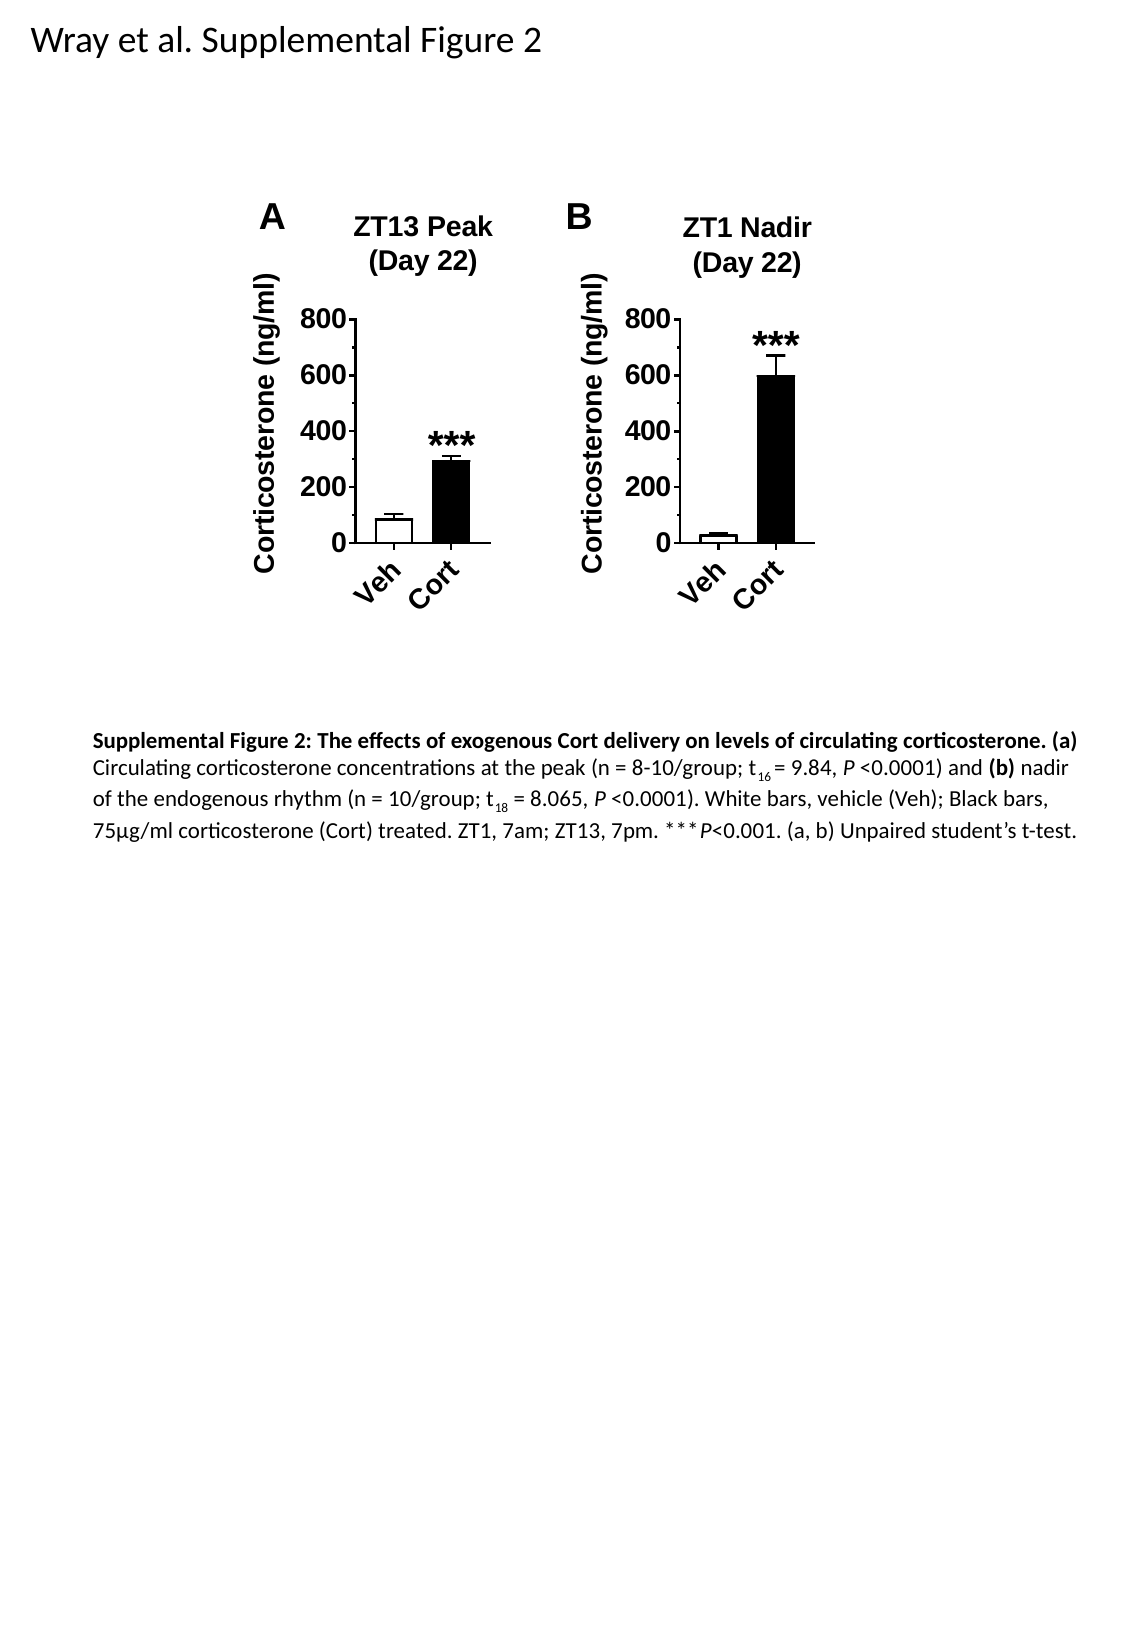

Wray et al. Supplemental Figure 2
A
B
Supplemental Figure 2: The effects of exogenous Cort delivery on levels of circulating corticosterone. (a) Circulating corticosterone concentrations at the peak (n = 8-10/group; t16 = 9.84, P <0.0001) and (b) nadir of the endogenous rhythm (n = 10/group; t18 = 8.065, P <0.0001). White bars, vehicle (Veh); Black bars, 75µg/ml corticosterone (Cort) treated. ZT1, 7am; ZT13, 7pm. ***P<0.001. (a, b) Unpaired student’s t-test.

## Slide 3
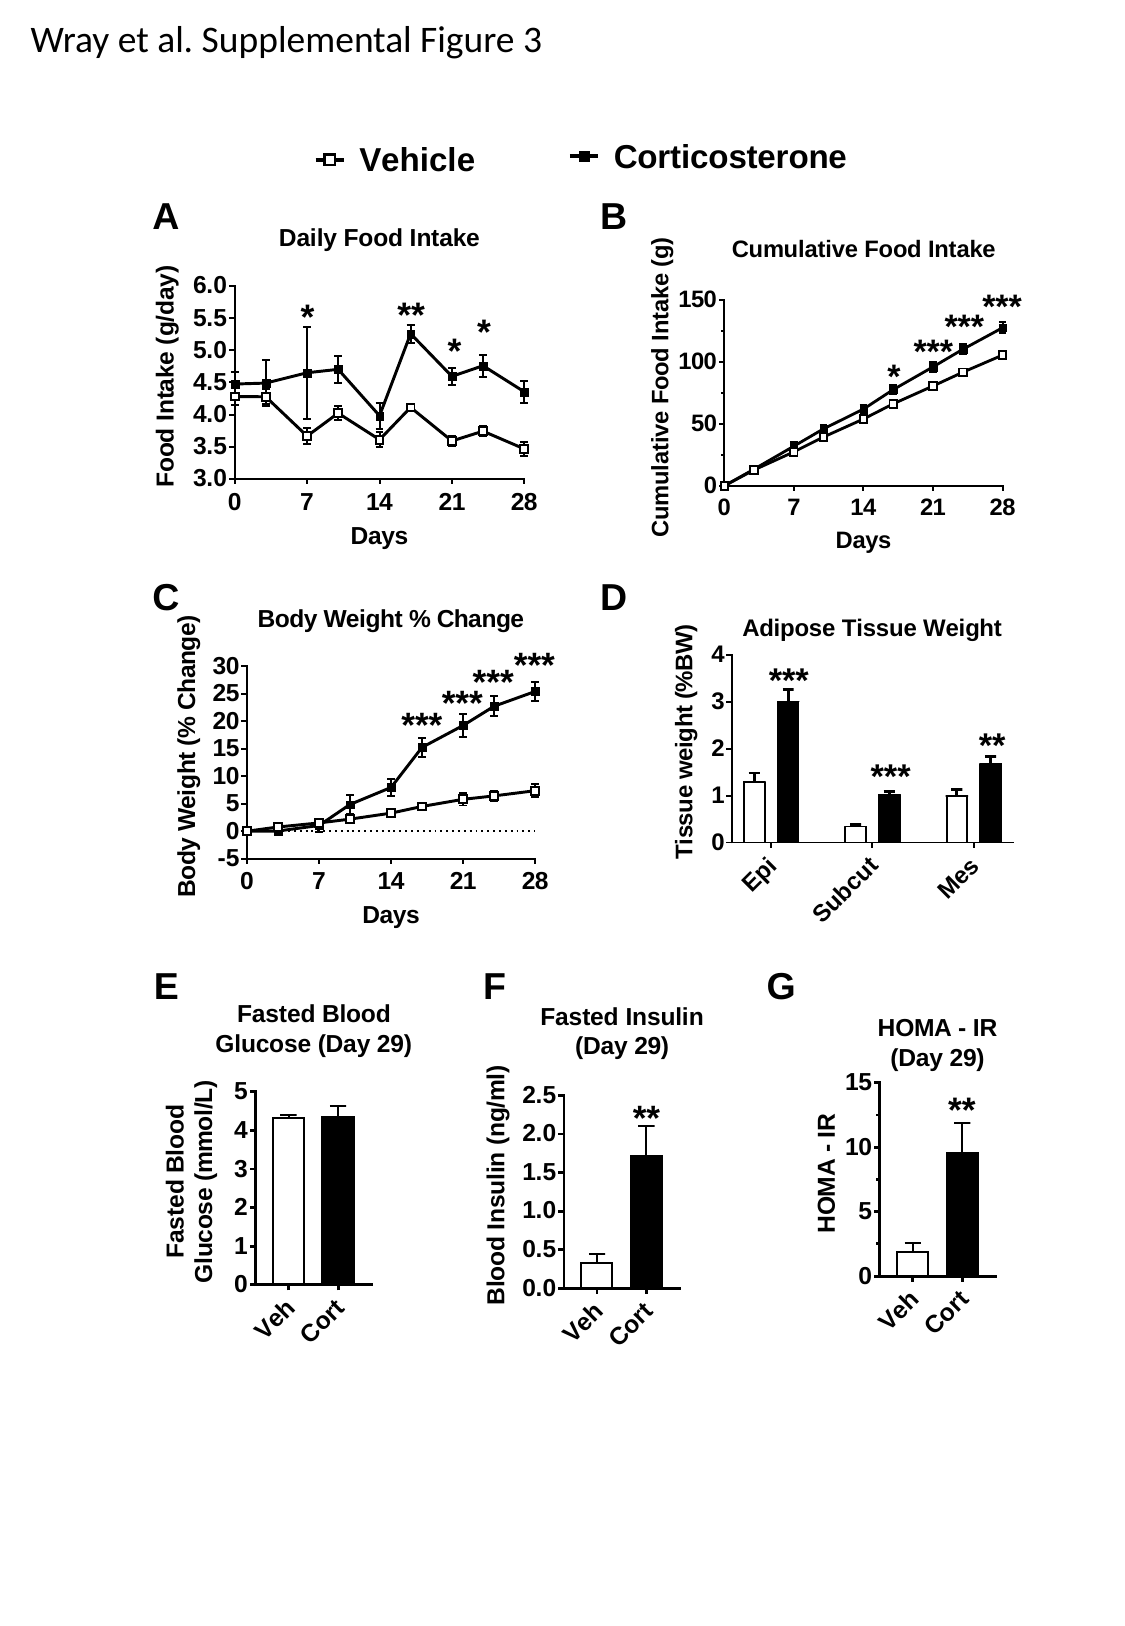

Wray et al. Supplemental Figure 3
A
B
C
D
E
F
G

## Slide 4
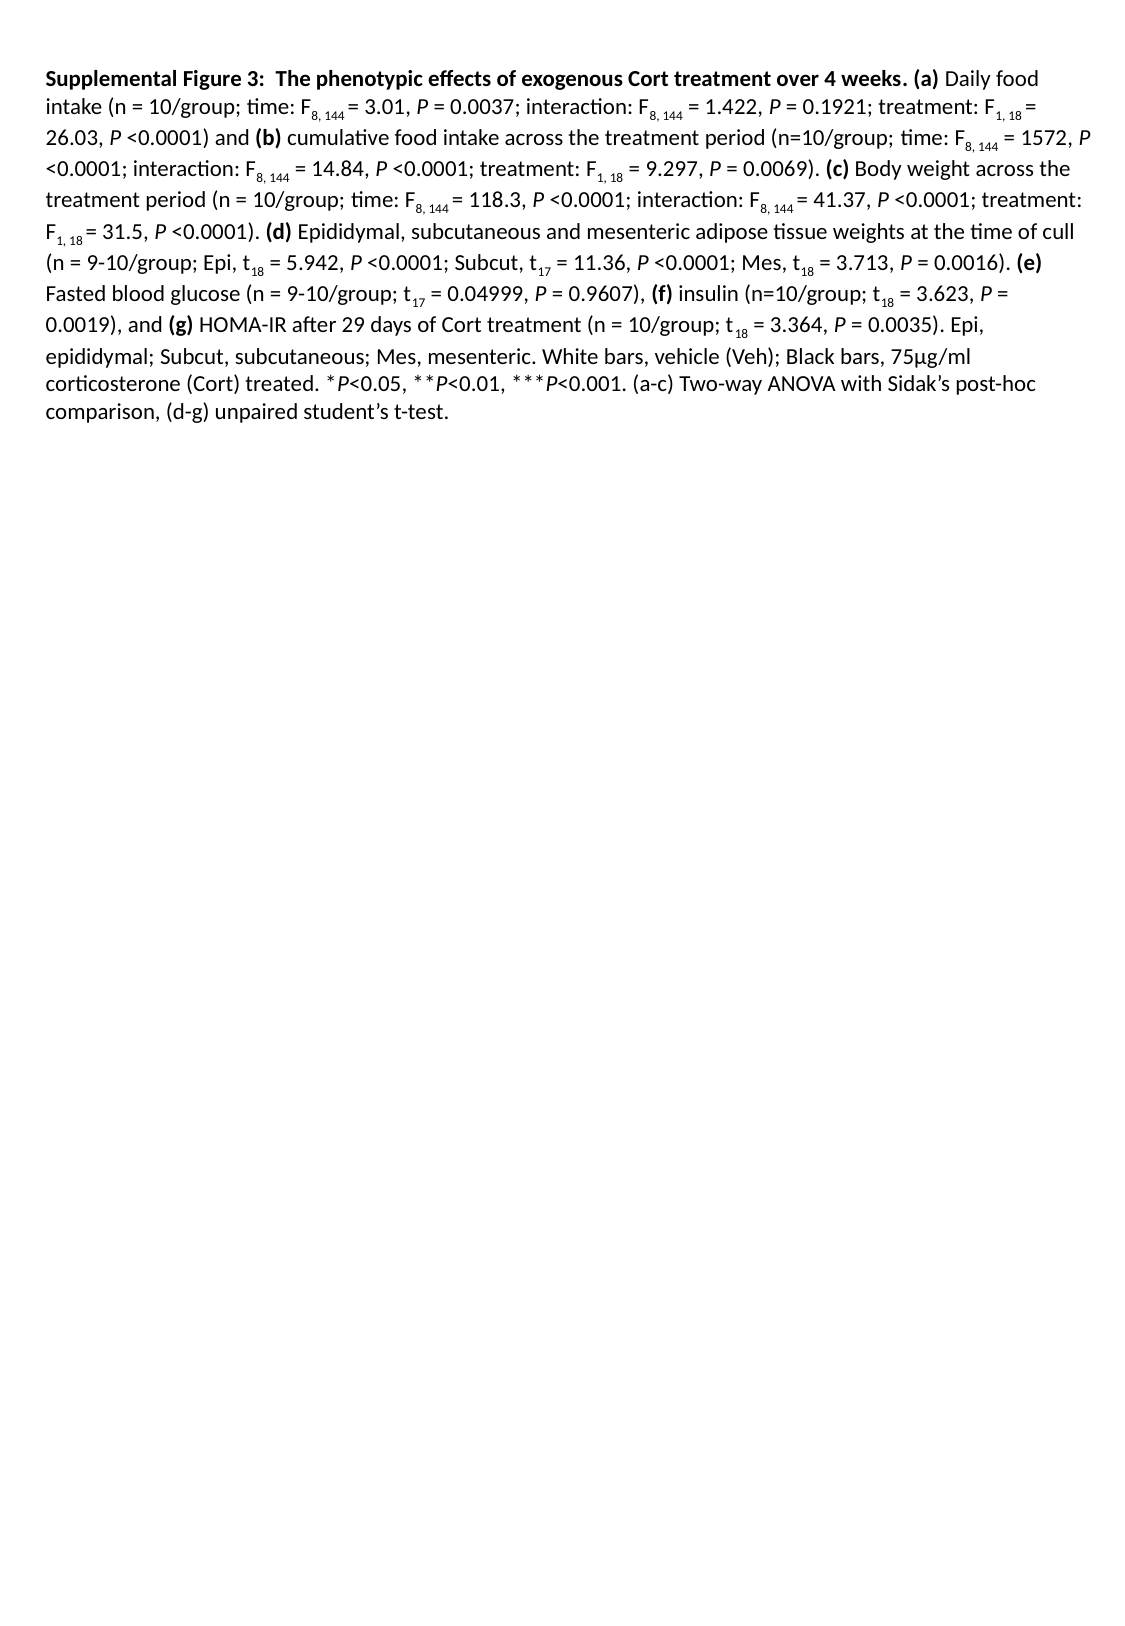

Supplemental Figure 3: The phenotypic effects of exogenous Cort treatment over 4 weeks. (a) Daily food intake (n = 10/group; time: F8, 144 = 3.01, P = 0.0037; interaction: F8, 144 = 1.422, P = 0.1921; treatment: F1, 18 = 26.03, P <0.0001) and (b) cumulative food intake across the treatment period (n=10/group; time: F8, 144 = 1572, P <0.0001; interaction: F8, 144 = 14.84, P <0.0001; treatment: F1, 18 = 9.297, P = 0.0069). (c) Body weight across the treatment period (n = 10/group; time: F8, 144 = 118.3, P <0.0001; interaction: F8, 144 = 41.37, P <0.0001; treatment: F1, 18 = 31.5, P <0.0001). (d) Epididymal, subcutaneous and mesenteric adipose tissue weights at the time of cull (n = 9-10/group; Epi, t18 = 5.942, P <0.0001; Subcut, t17 = 11.36, P <0.0001; Mes, t18 = 3.713, P = 0.0016). (e) Fasted blood glucose (n = 9-10/group; t17 = 0.04999, P = 0.9607), (f) insulin (n=10/group; t18 = 3.623, P = 0.0019), and (g) HOMA-IR after 29 days of Cort treatment (n = 10/group; t18 = 3.364, P = 0.0035). Epi, epididymal; Subcut, subcutaneous; Mes, mesenteric. White bars, vehicle (Veh); Black bars, 75µg/ml corticosterone (Cort) treated. *P<0.05, **P<0.01, ***P<0.001. (a-c) Two-way ANOVA with Sidak’s post-hoc comparison, (d-g) unpaired student’s t-test.

## Slide 5
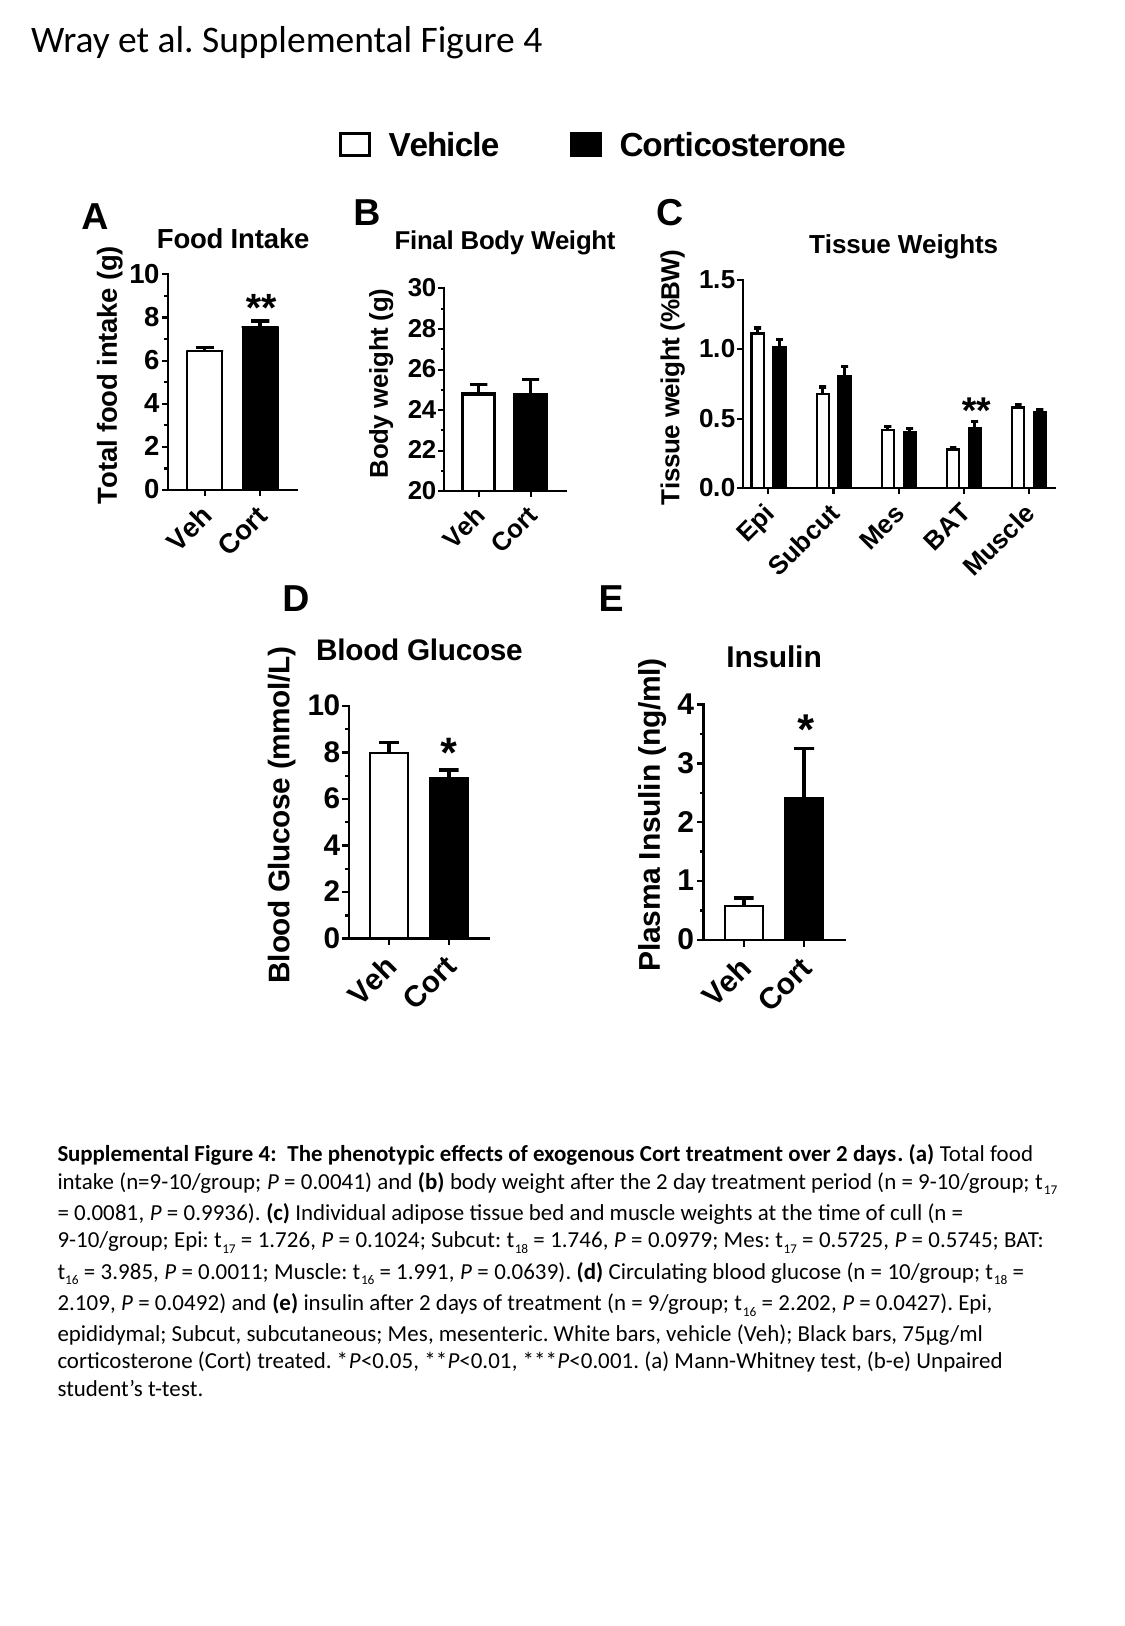

Wray et al. Supplemental Figure 4
B
C
A
D
E
Supplemental Figure 4: The phenotypic effects of exogenous Cort treatment over 2 days. (a) Total food intake (n=9-10/group; P = 0.0041) and (b) body weight after the 2 day treatment period (n = 9-10/group; t17 = 0.0081, P = 0.9936). (c) Individual adipose tissue bed and muscle weights at the time of cull (n = 9-10/group; Epi: t17 = 1.726, P = 0.1024; Subcut: t18 = 1.746, P = 0.0979; Mes: t17 = 0.5725, P = 0.5745; BAT: t16 = 3.985, P = 0.0011; Muscle: t16 = 1.991, P = 0.0639). (d) Circulating blood glucose (n = 10/group; t18 = 2.109, P = 0.0492) and (e) insulin after 2 days of treatment (n = 9/group; t16 = 2.202, P = 0.0427). Epi, epididymal; Subcut, subcutaneous; Mes, mesenteric. White bars, vehicle (Veh); Black bars, 75µg/ml corticosterone (Cort) treated. *P<0.05, **P<0.01, ***P<0.001. (a) Mann-Whitney test, (b-e) Unpaired student’s t-test.

## Slide 6
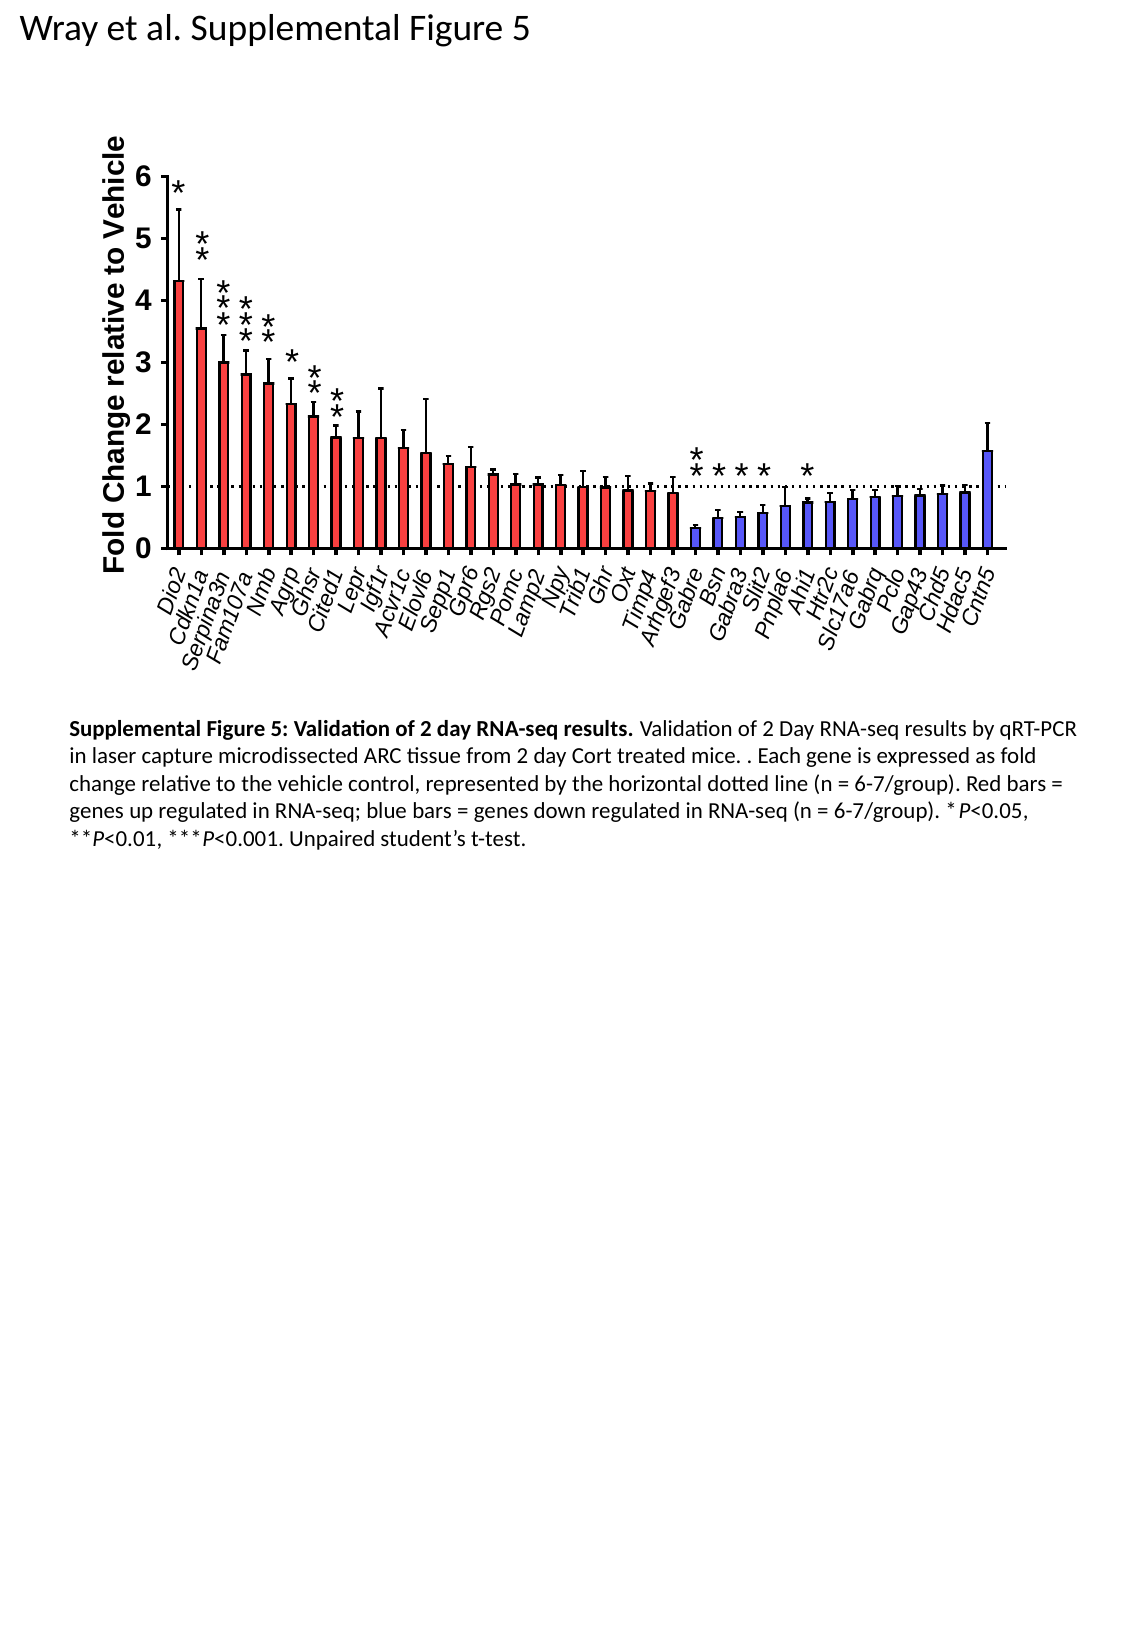

Wray et al. Supplemental Figure 5
Supplemental Figure 5: Validation of 2 day RNA-seq results. Validation of 2 Day RNA-seq results by qRT-PCR in laser capture microdissected ARC tissue from 2 day Cort treated mice. . Each gene is expressed as fold change relative to the vehicle control, represented by the horizontal dotted line (n = 6-7/group). Red bars = genes up regulated in RNA-seq; blue bars = genes down regulated in RNA-seq (n = 6-7/group). *P<0.05, **P<0.01, ***P<0.001. Unpaired student’s t-test.

## Slide 7
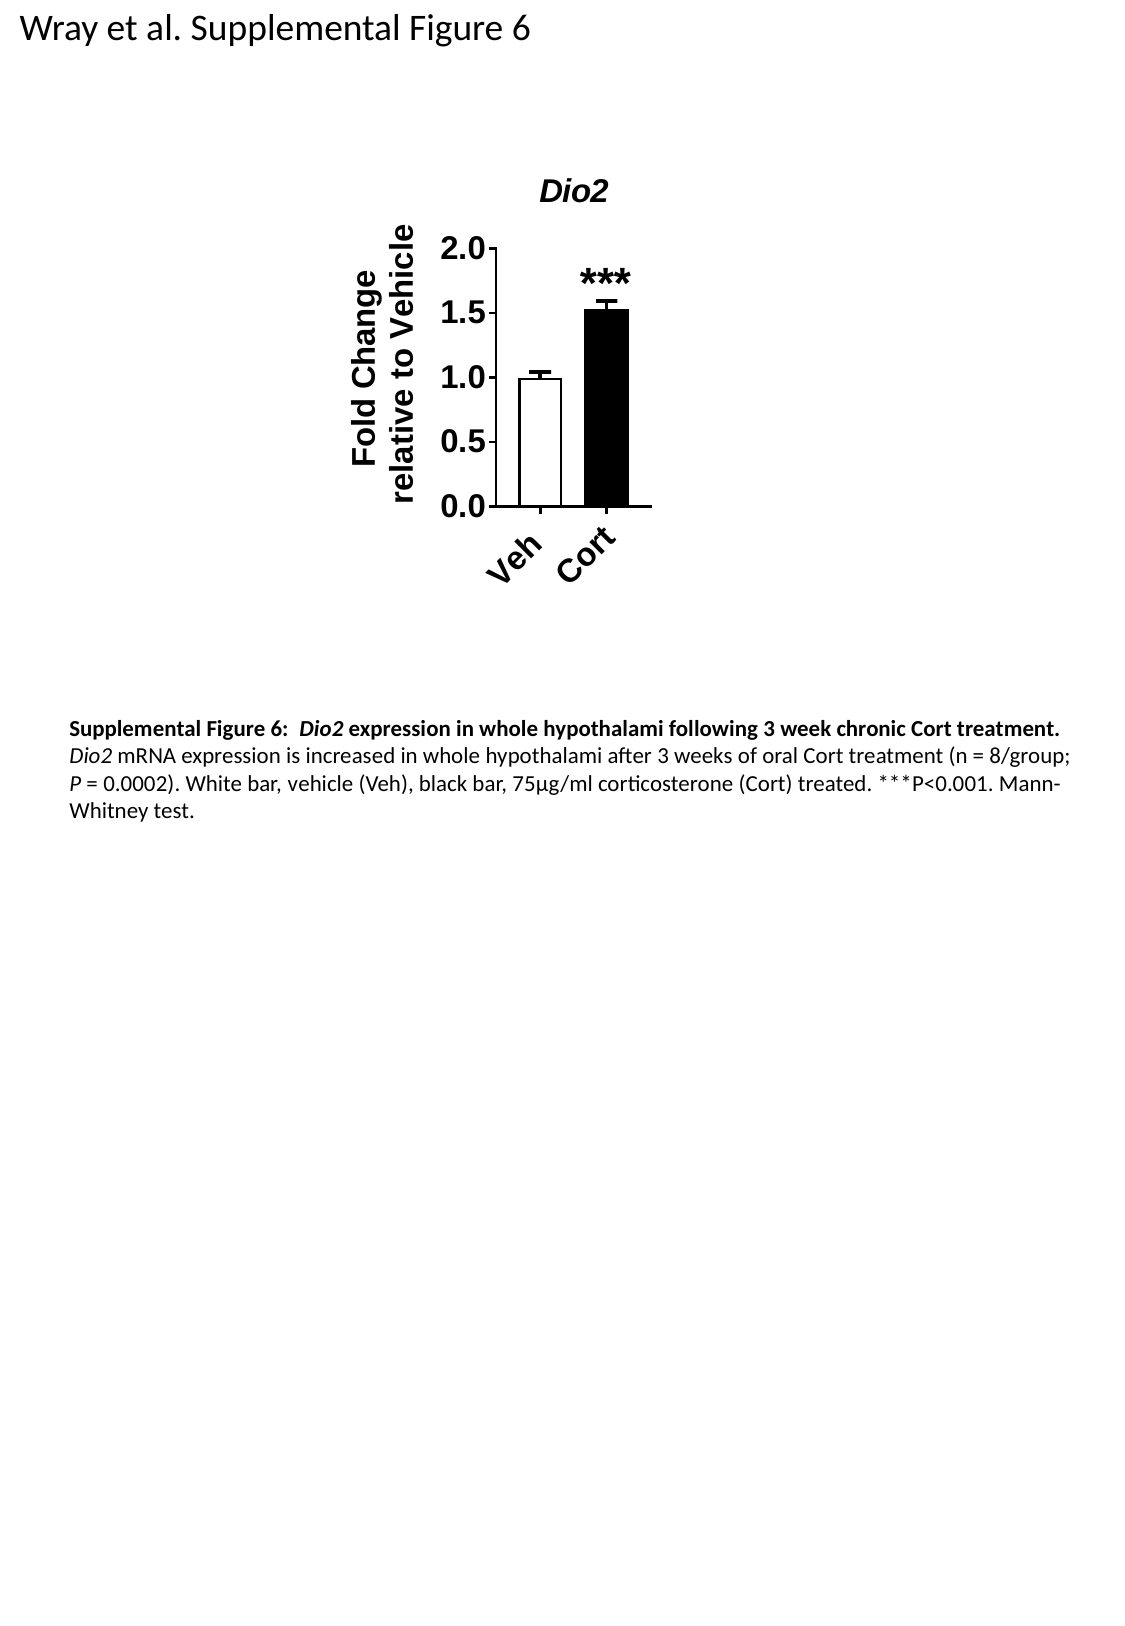

Wray et al. Supplemental Figure 6
Supplemental Figure 6: Dio2 expression in whole hypothalami following 3 week chronic Cort treatment. Dio2 mRNA expression is increased in whole hypothalami after 3 weeks of oral Cort treatment (n = 8/group; P = 0.0002). White bar, vehicle (Veh), black bar, 75µg/ml corticosterone (Cort) treated. ***P<0.001. Mann-Whitney test.

## Slide 8
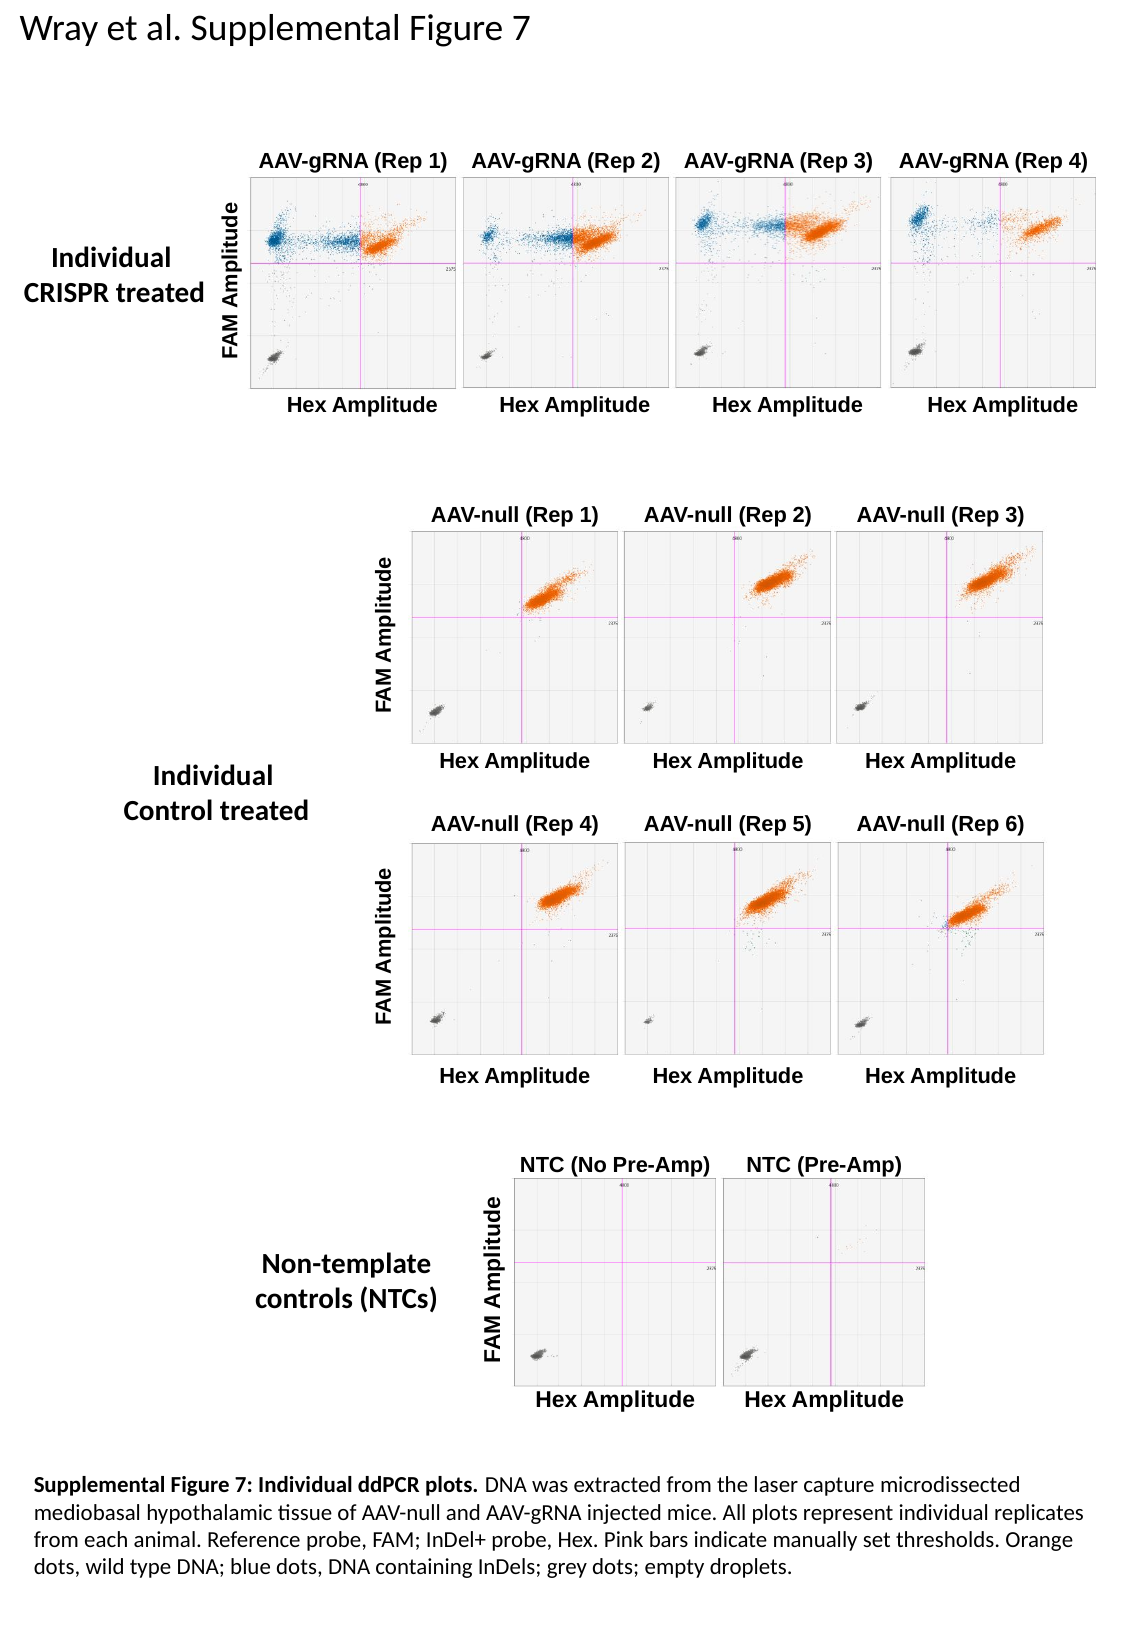

Wray et al. Supplemental Figure 7
AAV-gRNA (Rep 1)
AAV-gRNA (Rep 2)
AAV-gRNA (Rep 3)
AAV-gRNA (Rep 4)
FAM Amplitude
Hex Amplitude
Hex Amplitude
Hex Amplitude
Hex Amplitude
Individual
CRISPR treated
AAV-null (Rep 1)
AAV-null (Rep 2)
AAV-null (Rep 3)
FAM Amplitude
Hex Amplitude
Hex Amplitude
Hex Amplitude
AAV-null (Rep 4)
AAV-null (Rep 5)
AAV-null (Rep 6)
FAM Amplitude
Hex Amplitude
Hex Amplitude
Hex Amplitude
Individual
Control treated
NTC (No Pre-Amp)
NTC (Pre-Amp)
FAM Amplitude
Hex Amplitude
Hex Amplitude
Non-template controls (NTCs)
Supplemental Figure 7: Individual ddPCR plots. DNA was extracted from the laser capture microdissected mediobasal hypothalamic tissue of AAV-null and AAV-gRNA injected mice. All plots represent individual replicates from each animal. Reference probe, FAM; InDel+ probe, Hex. Pink bars indicate manually set thresholds. Orange dots, wild type DNA; blue dots, DNA containing InDels; grey dots; empty droplets.

## Slide 9
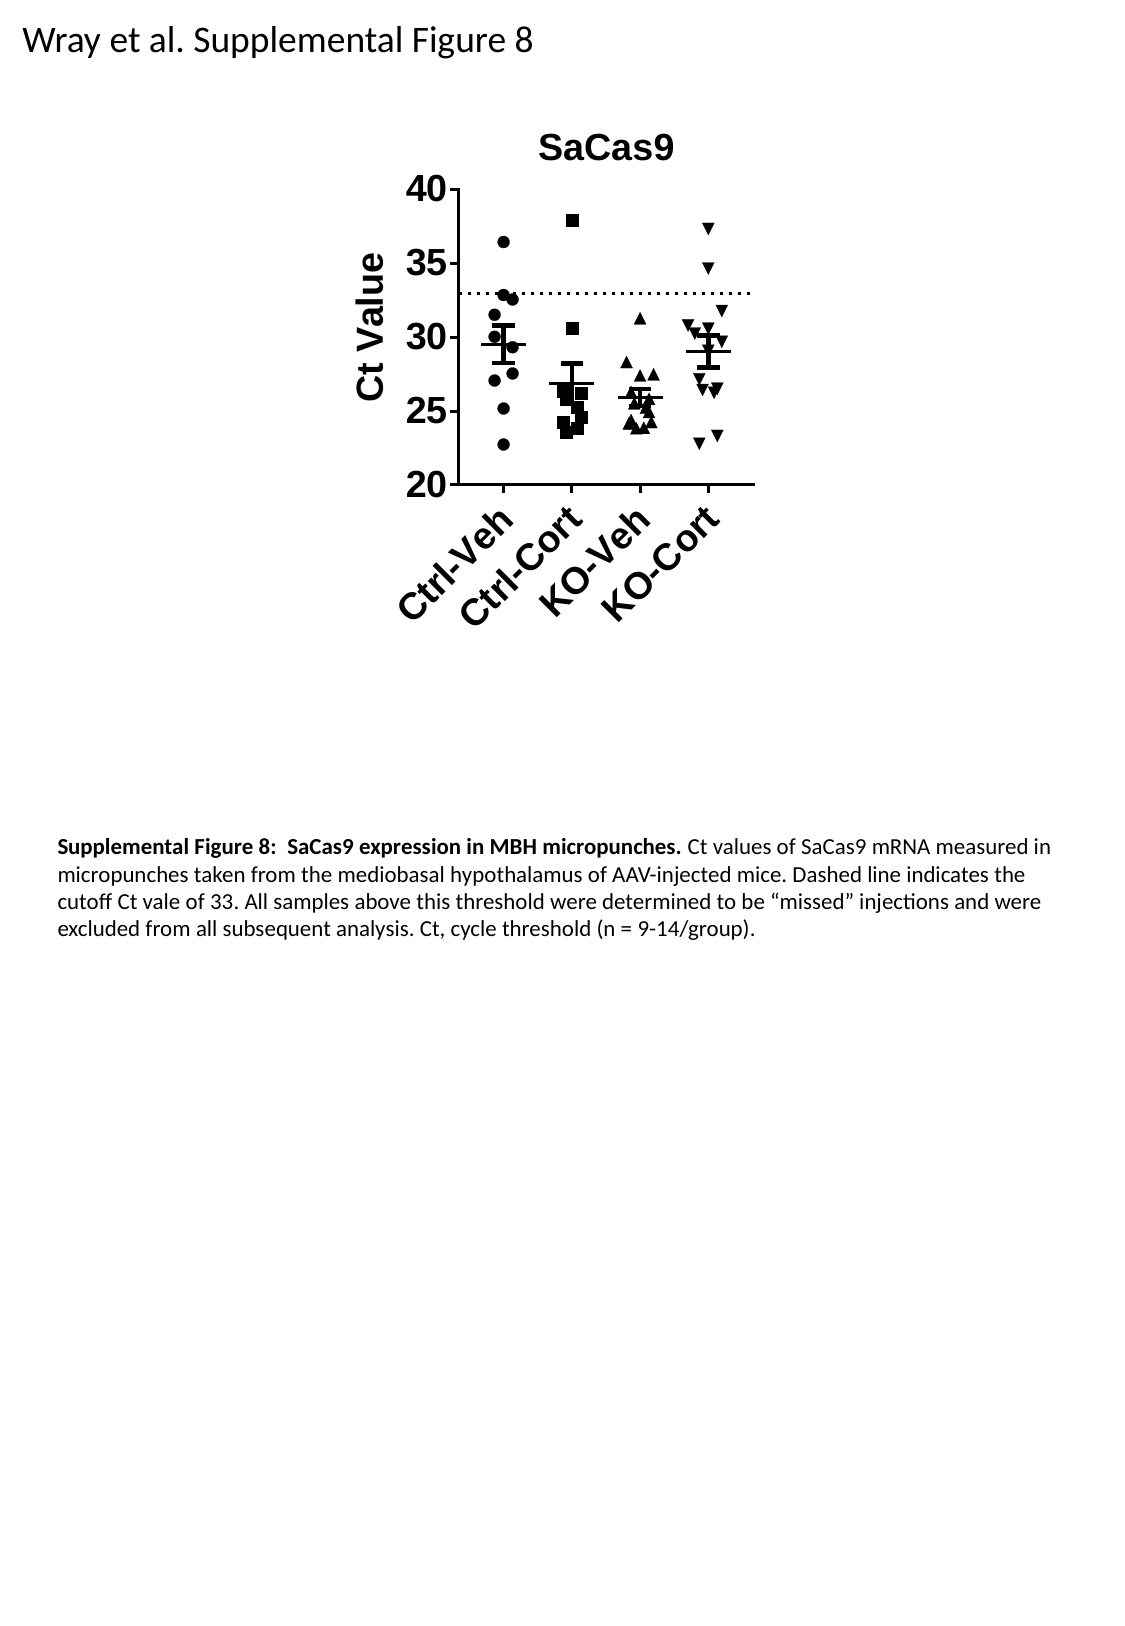

Wray et al. Supplemental Figure 8
Supplemental Figure 8: SaCas9 expression in MBH micropunches. Ct values of SaCas9 mRNA measured in micropunches taken from the mediobasal hypothalamus of AAV-injected mice. Dashed line indicates the cutoff Ct vale of 33. All samples above this threshold were determined to be “missed” injections and were excluded from all subsequent analysis. Ct, cycle threshold (n = 9-14/group).

How the deposited data were processed for this re-analysis (not part of the article)

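RNA was measured in laser-captured arcuate nuclei of male mice given vehicle or Cort in the drinking water for 2 days or for 4 weeks, with 5 vehicle and 5 Cort samples per dataset. Per the authors' methods, single-end reads of 50 bp were mapped to GRCm38 with Rsubread and assigned to genes with featureCounts, and the authors deposited the resulting raw count of 22048 genes in each of the 10 samples per dataset. The text does not name the annotation release or the settings for strand and multiply mapped reads. The signal values in the authors' deposited normalized tables are these counts divided by a DESeq2 size factor per sample over the 7 samples kept, as checked against the raw counts, with the mean over the samples beside them. The log2 fold changes deposited by the authors compare Cort with vehicle by DESeq2, with shrinkage of the fold change as the small range of the values shows. The score deposited by the authors is DESeq2's Wald statistic for each gene. Each p-value deposited by the authors is from DESeq2's Wald test, given unadjusted and with Benjamini-Hochberg adjustment. CPM values were computed here from the deposited raw counts and not taken from the authors' tables.

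The analysis began from the raw counts. Groups followed Supplemental Table 1, and the samples left out were those named in the legend of Supplemental Fig. 1. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by edgeR's filter on the treatment groups, scaled by TMM and compared by the 2-sided quasi-likelihood test, with the paper's thresholds of P below 0.01 and Padj below 0.1. The log2 CPM used for lists and principal components carried a prior count of 2, and the principal components used the 500 most variable genes. A sample with at most 3 counts of a gene was treated as at the floor. Floors cover counting error only, since the RNA was amplified and reads are not independent molecules. Total counts were 2487063 to 5748223 per sample at 2 days and 1065776 to 5196364 at 4 weeks. Differences between 2 days and 4 weeks were tested as an interaction of time and treatment. No batch was fitted, because no batch within a dataset is named, and the main comparisons carried no covariate. The tanycyte list was a covariate in a later fit over all 10 samples at 2 days, chosen after the result was seen.

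Genes are named where the paper's results, legends or figure panels name them, and beyond these the 5 largest rises and 5 largest falls with Padj below 0.1 in each dataset whose vehicle and Cort samples do not overlap. Of the genes beyond the paper's, this rule gave mt-Co1 at 4 weeks, and those named in other places were chosen after their values were seen. The rule, the tests and the alternatives were set before the data were examined, apart from those stated to have been chosen later. Lists of glucocorticoid-induced genes, AgRP neurons, oligodendrocytes, GABA A receptor subunits, selenoproteins, magnocellular neurons, microglia, endothelial cells and pericytes, VMH neurons, choroid plexus, immediate early genes, tanycytes, ependymal cells, astrocytes and the pituitary were written from general knowledge and the paper. They were tested by limma's camera with a correlation between genes of 0.01 and Benjamini-Hochberg adjustment over lists and datasets. Lists with fewer than 3 genes tested were not tested, which left out the pituitary list. The value of 1 gene of the oligodendrocyte list is not reported here. Besides those described with the results, adjusted p-values from camera were 0.23 to 0.87 for the other 10 lists at 2 days and 0.051 to 0.94 for the other 13 at 4 weeks. The paper's genes were also tested in the dataset they were not drawn from, with adjustment over these and the lists of targets of its regulators, and the targets were compared by direction, choices made after the data were seen.

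The alternatives were DESeq2 without and with its fold change prior, upper quartile scaling, no filter on low counts, at least 10 counts in every sample, all 10 samples, limma voom with sample quality weights over all 10 samples, and leaving out each sample in turn. For lists they were fry and an estimated correlation between genes. Every division of the 7 samples of a dataset into 3 and 4 was also fitted, which makes 35 including the real one. The tests were tested on simulated data with the fold changes of 200 genes set. At 2 days edgeR recovered 70.5% of them and at 4 weeks 33.0%. Of the genes set to change 2-fold, the smallest change simulated, edgeR recovered 35% and 3.08%. The counts were drawn with dispersions that edgeR estimated from the samples kept, so the rates of wrong calls hold for that model only. For the interaction it recovered 30.5% of 370 genes, with 18.1% of its calls wrong. The qRT-PCR values and the in situ hybridization were not analysed here.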

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

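The tests on library size, other tissue, astrocyte and tanycyte transcripts, RNA of AgRP neurons, mislabelled samples, the ratio of Npy to Agrp and the mitochondrial transcripts, and the divisions of the samples for the glucocorticoid-induced genes, were chosen only after the result was seen.

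A sample lay far from the other 4 of its group in 10 of the 130 groups tested, where chance gives 6.5 (1 in 20). Values are the gap to the nearest sample as a share of the group's range. At 2 days vehicle sample C07 was far below the others for the choroid plexus list (0.821), Fkbp5 (0.726) and Gabra3 (0.778), and Cort sample C08 was far from the others for the selenoprotein list (0.718), Glul (0.729) and Sepp1 (0.742). At 4 weeks the same held for vehicle sample C01 on the ependymal list (0.762), vehicle sample C02 for Fam107a (0.818), vehicle sample C05 for Agrp (0.720) and Cort sample C08 on the microglia list (0.850). All of these but C02 and the 4 week C08 are samples that the paper left out. Smaller libraries are argued against at 2 days, where 0 of the 3 samples left out had fewer counts than every sample kept. At 4 weeks this held for 1 of 3, C01 (1065776 counts), and not for C05 (2608170) or C06 (3646528), so smaller libraries stay open for C01. All 3 had fewer genes detected than every sample kept there.

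More astrocyte and tanycyte RNA is a candidate explanation for part of the difference of the 2 day samples left out. On the tanycyte list C07 (4.64), C08 (4.71) and C09 (4.35) lay above every sample kept (at most 4.22), and on the astrocyte list too (7.43 to 7.58 against at most 7.32). Of the 120 choices of 3 of the 10 samples 2 had as many of the 9 lists on which all 3 samples lay above the other 7. The most abundant genes of these lists, which share 0 genes, were also higher on average in the samples left out than in those kept, with 5002 against 3858 CPM for Slc1a2 and 1707 against 1235 CPM for Aldoc, and 160.3 against 66.6 CPM for Dio2 and 100.1 against 50.7 CPM for Scn7a, whereas Gfap, Sox9, F3, Tgfb2 and Adm were lower. The paper left these samples out for lying apart from the rest, and the arcuate nucleus holds both kinds of cell. For tissue from outside the arcuate nucleus, a sample left out was the highest of the 10 on 4 of 9 lists at 2 days and on 1 of 9 at 4 weeks, where chance gives 2.7. The 4 lists at 2 days were ependymal, astrocyte, microglia and tanycyte. Since the arcuate nucleus itself holds astrocytes and tanycytes, these counts do not measure outside tissue and leave it open. On the VMH list C07 (2.62), C08 (2.28) and C09 (2.18) did not lie above the samples kept (2.47 to 3.57), so they showed no excess of VMH RNA. No biological explanation was tested.

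The Cort effect differed between the datasets for Npy (-2.80 on the log2 scale, 4 weeks minus 2 days) and Ina (2.15). Of 100 pairs of divisions of the 14 samples, 1, the real one, gave as many genes. For Npy, less RNA of AgRP neurons in the 4 week Cort samples was examined by the ratio of Npy to Agrp. It was at most 0.782 in the 4 Cort samples kept and 1.87 to 2.38 in the 3 vehicle samples. The ratio also separated the samples kept at 2 days (1.05 to 1.72 with Cort, 2.12 to 2.51 with vehicle), where Agrp itself rose. Since a rise of Agrp lowers the ratio too, it cannot exclude less RNA of these neurons. The AgRP neuron list had a median of -0.04 at 4 weeks. The smaller libraries of the vehicle samples are argued against by the relation of Npy to library size within groups. It had a slope of 1.03 on log2 scales (95% interval -0.149 to 2.22), where -4.96 would be needed, and with any 1 of the 7 samples left out the needed slope stayed outside the interval. Of the samples left out 2 of 3 went the other way, with a ratio of 0.363 in vehicle sample C01 and 3.08 in Cort sample C06, whereas vehicle sample C05 had 11.4, and with them no gene differed (779 with an unadjusted p under 0.05). Time, the sectioning and laser dissection, the sequencer and fasting with refeeding change together between the datasets and remain open, untested.

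mt-Co1, which the paper does not discuss, was 0.36 higher on the log2 scale with Cort at 4 weeks, with every Cort sample kept above every vehicle sample kept. Of the 12 mitochondrial transcripts tested 9 were higher, with a median of 0.31. A few genes taking most of the counts is argued against by upper quartile scaling, with which the median was 0.28. Of the 35 divisions of the samples 2 gave a median as large, so chance stays open, and over all 10 samples the median was 0.12. DESeq2 did not call mt-Co1 (Padj = 0.57), and reads shared with other annotated transcripts were not tested as a cause.

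The median log2 fold change of the glucocorticoid-induced genes was 0.54 at 2 days and 0.90 at 4 weeks. At 4 weeks 1 of the 35 divisions, the real one, gave a median as high. At 2 days 2 of 35 did. A count of 1 of 35 is the smallest this test can give and covers 1 direction only, so the test excludes chance at neither time. A response to Cort is a candidate explanation at 4 weeks, as a hypothesis, since tissue composition was not tested for this list.

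At 2 days the AgRP neuron list had a median log2 fold change of 0.40, and Agrp was at 560.2 CPM and 437 CPM in vehicle samples C07 and C09, which the paper left out, within or above the Cort samples kept. More RNA of AgRP neurons in the Cort samples cannot be told apart from a rise within these cells by the other AgRP neuron genes, which go both ways around a median of 0.30. Acvr1c (1.26), Lepr (1.37), Gpr6 (1.52) and, between the last 2, Corin rose about as far as Agrp (1.32) and Ghsr by 0.81, whereas Npy rose by 0.49 (standard error 0.15), Otp by 0.30, Bcl2 by 0.20 and Sst by 0.17, and Asb4 (-0.08), Npy1r (-0.08), Calcr (0.0043) and Gfra1 (0.02) stayed near 0. Of those that rose, Acvr1c, Lepr, Gpr6, Ghsr and Npy were chosen by the paper from these samples, and without them and Agrp the median of the other 8 was 0.09. A dissection closer to the third ventricle is argued against as the whole cause of the rise with Cort: with the tanycyte list as a covariate over all 10 samples, Agrp changed by 1.03 (Padj = 0.053 from edgeR), against 0.81 (Padj = 0.92) without it. For the high Agrp in C07 and C09 it stays open, since the tanycyte list without Dio2 had a correlation of 0.702 with Agrp over the 10 samples and was highest in C08 (4.49), C07 (4.42) and C09 (4.21). For C09, 0 of 3 values, of Fam107a, Fkbp5 and Serpina3n, reached the lowest Cort sample kept. However, Fkbp5 and Serpina3n are the genes called over all 10 samples with C09 as vehicle. C09 also lay on the Cort side for other genes called on the samples kept. It was above every Cort sample kept for Sepp1 (at most 605 CPM) and below every one for 1110008L16Rik (at least 6.06 CPM). An exchanged label of C09 therefore stays open. For C07 an exchanged label cannot be told apart from other causes, since Fam107a reached the lowest Cort sample kept (1 of 3) and Fkbp5 and Serpina3n did not. The list of glucocorticoid-induced genes without those the paper names, on which 1 of C07 and C09 reached the lowest Cort sample kept, did not separate the samples kept and decides nothing. Food intake and other states of the mice stay open, untested.

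The 30 genes that Fig. 3C shows as higher at 2 days had a median log2 fold change of 0.48 at 4 weeks, with 23 of 30 higher (adjusted p = 0.023 from limma's camera). With fry the adjusted p was 0.062, and over all 10 samples 5.9e-06. Without Fam107a the camera p was 0.0074, not adjusted. The companion lists did not pass over the 7 samples: the lower genes of Fig. 3C had a median of 0.21 at 4 weeks (adjusted p = 0.70 from limma's camera, 0.84 over all 10 samples), and the higher and lower genes of Fig. 2B had medians of 0.21 and -0.09 at 2 days (adjusted p = 0.086 and 0.93). Over all 10 samples the higher genes of Fig. 2B did pass (adjusted p = 0.0080) and the lower ones did not (0.84). No technical explanation was tested for this list.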

How the results depend on the processing

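The tanycyte covariate was chosen only after the result was seen. The tests below compare each count with its value over the paper's 7 samples by edgeR with TMM scaling.

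With DESeq2 the number of genes with Padj below 0.1 was 68 at 4 weeks (35 higher, 33 lower, against 5, 4 of them higher) and 52 at 2 days (34 higher, 18 lower, against 8, 7 of them higher). With its fold change prior it was 47 in each (22 higher, 25 lower at 4 weeks, and 30 higher, 17 lower at 2 days). P below 0.01 was met by 305 genes at 4 weeks with DESeq2 and 239 with the prior, against 116, and by 304 at 2 days with DESeq2, against 183. DESeq2 gave 67 genes for the difference between the datasets, against 2, and 2 genes shared by them, against 1. The correlation across genes between the datasets was 0.024, against 0.036.

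Without a filter on low counts, Padj below 0.1 was met by 9 genes at 4 weeks and 24 at 2 days, P below 0.01 by 240 and 284, 2 genes were shared and the correlation was 0.0257. Upper quartile scaling gave 3 genes at 4 weeks and 0 shared. With all 10 samples, 1 gene passed at 4 weeks, 2 at 2 days, 0 for the difference (779 with P under 0.05) and 0 were shared. Limma voom with quality weights over all 10 samples gave 4 genes at 2 days, 0 for the difference (633 with P under 0.05) and a correlation of 0.0507. A tanycyte covariate over all 10 samples gave 4 genes at 2 days. For most of these the cause was not tested.

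Of the lists, 4 passed at 2 days. With fry 1 did, with an estimated correlation 0, and with all 10 samples 2. At 4 weeks 1 passed, with an estimated correlation 0, and with at least 10 counts in every sample 2.

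Across the fits that each left out 1 sample, Padj below 0.1 was met by 0 to 10 genes at 4 weeks (0 without C03, C04, C08, C09 or C10, 10 without C07) and 1 to 16 at 2 days (1 without C02, 16 without C06). P below 0.01 was met by 108 to 219 genes at 2 days (108 without C05). The difference between the datasets gave 0 to 3 genes and the shared genes numbered 0 to 2. The ratio of median absolute changes was 1.84 to 2.37 and the correlation 0.014 to 0.0514. From 2 to 4 lists passed at 2 days and 1 to 2 at 4 weeks. Fewer samples give such fits less power.

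The results compared under each alternative, counted below, kept their direction. Of other values given in the text, the selenoprotein list at 2 days (median 0.03 over 7 samples, -0.04 over 10), the AgRP neuron list at 4 weeks (-0.04 and 0.07) and Dio2 at 4 weeks (0.05 and -0.19) changed sign over all 10 samples. Among the genes of Fig. 2B as a list, 37 of the 39 tested over all 10 samples at 4 weeks kept theirs. The exceptions were Arhgap29 (3.73 over the 7 samples, -0.32 over 10) and Fam219a (-1.91 and 0.22), and the cause was not tested. The lowest Nr5a1 fold at 2 days was 69.3 against Agrp alone, 147 against Npy alone and 142 against Pomc alone. Of the values of single genes under an alternative, 309 kept their side of the threshold, 31 became stronger and 79 weaker. For differences between the datasets these were 75, 2 and 23, and for lists 41, 4 and 21. The depth limits Nr5a1 at 4 weeks, where a count of 0 gives only a bound.

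No paired analysis was possible because the sample numbers run across both groups of a dataset and pair no vehicle with a Cort sample. The alternatives with a replicate block were therefore not run.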

Differences from the paper's values

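Of the tests in this part, the fold of the mean CPM of Nr5a1 and the divisions with vehicle and Cort samples in both groups were chosen only after the result was seen.

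A gap is called closed here where the larger value is at most 1.5 times the smaller. At 4 weeks the paper reports 224 genes with P below 0.01, against 116 here. Of the alternatives set before the data were examined, DESeq2 (305, more than the paper), DESeq2 with its fold change prior (239) and no filter on low counts (240) closed the gap. The paper reports 43 genes with Padj below 0.1 at 4 weeks, 21 higher and 22 lower, against 5, 4 higher and 1 lower. DESeq2 with its prior closed all of these and DESeq2 only that for lower genes (33, more than the paper). At 2 days the paper reports 46 genes, 30 higher and 16 lower, against 8, 7 higher and 1 lower, and DESeq2 with and without its prior closed these. The paper's methods name DESeq2. No other alternative set before the data were examined closed the gaps in Padj.

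The paper gives Nr5a1 as more than 550-fold lower than Agrp, Npy or Pomc in every 2 day sample. Here the lowest fold was 69.3, in C05. None of the alternatives set before the data were examined closed the gap. A value computed otherwise, from the mean CPM of each gene over the 10 samples, was 565 for the lowest of the 3 genes, and was chosen after seeing the values.

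For the Padj values in the paper's legends, the paper's value is given first and that from edgeR second. At 4 weeks they were 9.54e-08 and 0.0966 for Fam43a, 4.63e-04 and 0.0966 for Fam107a, 0.0073 and 0.889 for Fam13a, 0.014 and 0.889 for Scly, 1.75e-07 and 0.0966 for Npy, and 0.071 and 0.918 for Gpr12. At 2 days they were 1.21e-06 and 0.0103 for Agrp, 0.016 and 0.351 for Nmb, 0.031 and 0.439 for Dio2, 1.24e-04 and 0.0546 for Sepp1, 3.52e-07 and 0.0048 for Fam107a, 0.0995 and 0.446 for Fry, 0.061 and 0.443 for Gabra3, and 0.089 and 0.443 for Gabrq. Of the alternatives set before the data were examined, DESeq2 with its prior closed the gap for each except Npy, and DESeq2 without it for each except Npy, Nmb and Scly. No filter on low counts did so for Dio2. None closed that for Npy. In the authors' deposited table 1.75e-07 is the unadjusted p of Npy, and its adjusted value is 0.000463, against 0.00052 with DESeq2 and its prior here.

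Fig. 2B does not show mt-Co1, which edgeR called at 4 weeks and DESeq2 did not. Of the genes of Figs. 2B and 3C that edgeR did not call, DESeq2 with its prior called each one, and DESeq2 called all 43 of Fig. 2B and 40 of the 46 of Fig. 3C. Nmb had Padj = 0.08 without a filter on low counts, and Fkbp5 had Padj = 0.091 over all 10 samples, both by edgeR. The paper states that Dio2 stood out by its degree of upregulation. Here it ranked 13 of the 30 higher genes of Fig. 3C and its groups overlapped. The paper states that Nr5a1 was absent from every 4 week sample, and Cort sample C10 held 1 count. The paper states that the changes at 4 weeks were of greater magnitude than at 2 days. The ratio of medians here was 2.09, and 508 of the 900 pairs of divisions with vehicle and Cort samples in both groups gave as high a ratio.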

Other observations

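The tests on the columns of the normalized table, the expressed genes, Lars2 and the divisions with vehicle and Cort samples in both groups were chosen only after the result was seen. The bound for oligodendrocyte RNA was set after the medians of the lists had been seen.

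Every division of the 7 samples of a dataset into 3 and 4 was tested in place of the real groups. At 4 weeks 1 of the 35 divisions, the real one, gave as many genes with Padj below 0.1 by edgeR, 5 gave as many with P below 0.01, 1 gave as many by DESeq2 with its prior, and 24 gave as many lists. At 2 days 2 of 35 gave as many genes with Padj below 0.1, 2 as many with P below 0.01, 2 as many by DESeq2 with its prior, and 1 as many lists. The 4 lists that passed hold genes that the paper chose on the real groups, so this count favours the real groups. The other division at 2 days set C01, C03 and C10 against the rest, which is the real one with Cort sample C06 among the vehicle samples, and gave 10 genes, 196 genes and 64 genes. Of 1225 pairs of divisions 2 gave as many genes shared by the datasets and 41 as high a correlation. A median of 17 genes, and up to 42, passed by DESeq2 with its prior in the other divisions at 4 weeks, where the real groups gave 47. The division with 42 set C07, C08 and C09 against the rest, which is the real one with Cort sample C10 among the vehicle samples. Where both groups held vehicle and Cort samples, the highest count was 38.

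The larger changes at 4 weeks may reflect noise between samples that does not depend on Cort. In pairs of divisions, neither of them real, the median ratio was 2.10, against 2.09 in the real groups, and 669 of all 1225 pairs had as high a ratio. So did 508 of the 900 pairs with vehicle and Cort samples in both groups of each division. Lower depth at 4 weeks is argued against as the cause, since thinning the 2 day counts to the 4 week totals gave a median absolute change of 0.24 against 0.49 at 4 weeks. The sectioning and laser dissection, the sequencer and fasting with refeeding cannot be told apart from time.

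Calls that only DESeq2 made were examined as a hypothesis that they rest on 1 or 2 samples. At 4 weeks 37.5% of these genes, and at 2 days 40.9%, had overlapping groups or a larger SD than genes of similar abundance. DESeq2 chose these genes by the same spread, so the shares decide nothing.

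More oligodendrocyte RNA in the Cort samples is argued against as the whole cause of the rise in Mobp at 2 days, by the other oligodendrocyte genes, whose median log2 fold change was 0.39 against 1.72. Of the abundant ones, Mbp changed by 0.56, Cnp by -0.08, Tspan2 by 0.02 and Mal by 0.49, each more than 2 standard errors below Mobp. Less abundant ones went both ways, with 1.14 for Mag, 1.13 for Mog, 1.07 for Opalin, 0.95 for Cldn11, 0.30 for Ermn, 0.25 for Myrf, -0.25 for Ugt8a and -1.13 for Fa2h. Whether it accounts for part of the rise stays open.

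In the authors' normalized 2 day table 5 of the 7 columns match the raw counts of another sample, and a mislabelled header is consistent with that. The authors' own comparisons follow the raw names. The paper's 2 counts of expressed genes for 4 week samples equal those of the authors' 2 day table, 15719 genes above 1 in any sample and 12013 in every sample, and the 4 week table gives 15167 and 9287. A count taken from the other dataset is consistent with these values.

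Lars2 was lower with Cort at 4 weeks in Fig. 2B, and reads shared with ribosomal RNA were tested as a source of its counts. It shared 0 stretches of 50 bases with the 356 annotated ribosomal transcripts, but 18S and 28S genes are not among them, so reads from these cannot be told apart.

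Of the genes with P below 0.01 at 2 days and tested at 4 weeks, 94 of 169 (55.6%) had the same direction there, and of those at 4 weeks 71 of 112 (63.4%) had the same direction at 2 days.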
